# Butyrophilin-like 2 regulates site-specific adaptations of intestinal γδ intraepithelial lymphocytes

**DOI:** 10.1038/s42003-021-02438-x

**Published:** 2021-07-26

**Authors:** Casandra Panea, Ruoyu Zhang, Jeffrey VanValkenburgh, Min Ni, Christina Adler, Yi Wei, Francisca Ochoa, Jennifer Schmahl, Yajun Tang, Chia-Jen Siao, William Poueymirou, Jennifer Espert, Wei Keat Lim, Gurinder S. Atwal, Andrew J. Murphy, Matthew A. Sleeman, Zaruhi Hovhannisyan, Sokol Haxhinasto

**Keywords:** Mucosal immunology, Innate immunity

## Abstract

Tissue-resident γδ intraepithelial lymphocytes (IELs) orchestrate innate and adaptive immune responses to maintain intestinal epithelial barrier integrity. Epithelia-specific butyrophilin-like (Btnl) molecules induce perinatal development of distinct Vγ TCR^+^ IELs, however, the mechanisms that control γδ IEL maintenance within discrete intestinal segments are unclear. Here, we show that Btnl2 suppressed homeostatic proliferation of γδ IELs preferentially in the ileum. High throughput transcriptomic characterization of site-specific *Btnl2*-KO γδ IELs reveals that Btnl2 regulated the antimicrobial response module of ileal γδ IELs. Btnl2 deficiency shapes the TCR specificities and TCRγ/δ repertoire diversity of ileal γδ IELs. During DSS-induced colitis, *Btnl2*-KO mice exhibit increased inflammation and delayed mucosal repair in the colon. Collectively, these data suggest that Btnl2 fine-tunes γδ IEL frequencies and TCR specificities in response to site-specific homeostatic and inflammatory cues. Hence, Btnl-mediated targeting of γδ IEL development and maintenance may help dissect their immunological functions in intestinal diseases with segment-specific manifestations.

## Abstract (web summary)

Panea et al showed that epithelia-specific butyrophilinlike 2 (Btnl2) suppressed homeostatic proliferation of γδ intraepithelial lymphocytes (IELs) preferentially in the ileum and used high throughput transcriptomic characterization of Btnl2-deficient γδ IELs to demonstrate that Btnl2 impacts γδ TCR specificities and repertoire diversity of ileal γδ IELs. In addition, they showed that Btnl2-deficient mice exhibited increased inflammation and delayed mucosal repair in the colon, suggesting that it plays a key immunological function in intestinal diseases.

## Introduction

Tissue-resident intraepithelial lymphocytes (IELs) represent a heterogenous population of antigen-experienced immune cells in the intestinal epithelium that are involved in the maintenance of gut homeostasis^1,2^. In particular, IELs expressing αβ T cell receptors (TCRs) are poised for mounting pathogen-specific memory responses, while those possessing γδ TCRs strengthen tight junctions and orchestrate innate and adaptive immunity during homeostasis, inflammation, and infection^1–6^. Interactions between intestinal epithelial cells (IECs) and γδ IELs influence IEL development and function^7,8^. Notably, recent studies emphasized that anatomical segregation could drive gut segment-specific immunity^9–11^, including functionally distinct γδ IEL immune responses to chemically-induced and pathogen-induced epithelial injury^5,12–14^. However, the mechanisms that regulate γδ IEL development and maintenance in response to the local antigenic environment remain poorly understood.

Recent studies provided some evidence that IEC-specific butyrophilin-like (Btnl) molecules induce perinatal expansion and maturation of distinct Vγ TCR^+^ IELs^5,7,15–17^. Indeed, intestinal γδ IELs predominantly express Vγ7 in mice and Vγ4 in humans that persist throughout the life of the host^5,7^. γδ IELs continuously sample both self and bacterial antigens from the local environment to customize their TCR specificities^5,16^. Moreover, the contributions of Btnl molecules to shaping γδ TCR repertoire diversity and regulating the distribution and function of γδ IEL subsets across intestinal compartments^18,19^ remain to be elucidated and may inform our understanding of the compartmentalized immune responses observed in the intestine^9,11,14^.

Btn/Btnl proteins are members of B7 immunoglobulin-superfamily and analogous to other costimulatory and coinhibitory molecules (e.g., CD80, CD86, PDL1, and PDL2) have been shown to modulate αβ T cell immune functions, including inhibition of CD4^+^ T and CD8^+^ T cell activation, proliferation and cytokine production, induction of regulatory T (Treg) cells and blockade of antigen-specific proinflammatory responses^20–27^. Btnl2, a member of the Btnl family, has been shown to induce Treg differentiation and suppress T cell activation and proliferation in vitro^25^. Accordingly, *Btnl2*-KO chimera mice displayed increased susceptibility in a mouse model of experimental cerebral malaria and higher frequencies of peripheral CD4^+^ T and CD8^+^ T cells indicating a potential role for Btnl2 in dampening infection-elicited T cell immune responses in vivo^28^. *Btnl2* is highly enriched in villous IECs across different intestinal compartments and its expression is reported to be altered by inflammatory cues such as epithelial injury and tumor burden^21,29–32^. In particular, *Btnl2* mRNA levels were increased in the colon of *Mdr1a*-KO colitic mice and decreased in human colon tumors^29,32^. Furthermore, truncating single nucleotide polymorphisms (SNPs) of *BTNL2* were associated with ulcerative colitis (UC) and chronic sarcoidosis, independent of linkage disequilibrium (LD) with HLA^21,29–31^. The role of *Btnl2* in regulating intestinal immune responses during homeostasis and inflammation and, particularly, in the induction and maintenance of intestinal γδ IELs has not yet been addressed.

Here, we report the generation and characterization of *Btnl2* knockout mice and identify a role for Btnl2 in regulating the frequencies and phenotype of γδ IELs preferentially in the ileum at a steady state. We found that γδ IELs derived from the ileum, but not duodenum, of *Btnl2-*KO mice possess a dysregulated antibacterial response module. By integrating RNA and single-cell TCR expression data we identified distinct transcriptional signatures and greater TCR repertoire diversity in ileal *Btnl2-*KO γδ IELs. Upon DSS challenge, *Btnl2-*KO mice displayed enhanced colonic, but not ileal, intestinal inflammation, and delayed mucosal repair. Collectively, our findings suggest that context-dependent Btnl2 expression fine-tunes intestinal immune responses to protect against epithelial injury.

## Results

### *Btnl2* is preferentially expressed in small intestinal epithelial cells

To determine the expression pattern of *Btnl2* in the intestine during homeostasis, we generated *Btnl2*-LacZ knock-in mice henceforth referred to as *Btnl2-*KO mice (Fig. 1a). Consistent with previous observations^21,29^, *Btnl2* was predominantly expressed in terminally differentiated IECs of the small intestine (Fig. 1b). Importantly, unlike *Btnl1*, *Btnl4,* and *Btnl6*^7^, *Btnl2* expression was detected in duodenal Brunner’s glands and duodenal, jejunal, ileal, and colonic crypts, suggesting potential divergent roles of different Btnls dictated by their region-specific expression patterns (Fig. 1b). To further validate our observations, we measured *Btnl2* mRNA levels in IECs derived from terminally differentiated enterocytes isolated from the duodenum, jejunum, ileum, and distal colon. *Btnl2* was highly enriched in duodenal IECs with a descending proximal-to-distal gradient, such that *Btnl2* expression in IECs isolated from the colon was ~5-fold lower than in the ileum of WT mice (Fig. 1c). Similarly, *BTNL2* transcripts were detected in the small intestine, but not colon samples pooled from healthy human tissues^30^.

**Fig. 1:**
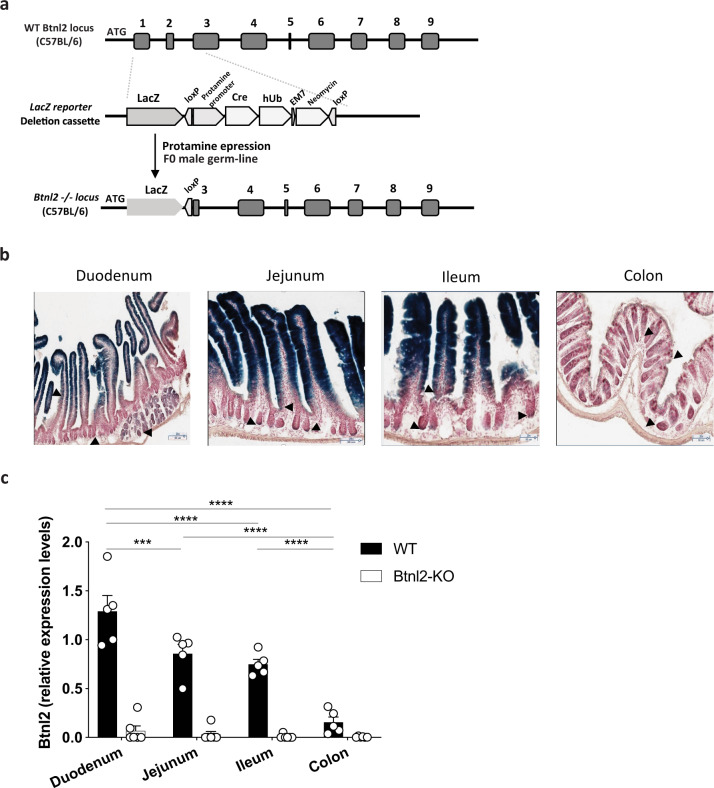
Btnl2 is preferentially expressed in small intestinal epithelial cells. **a** Schematic representation of the WT and targeted locus of Btnl2−/− mice. hUb, human Ubiquitin promoter. **b** Beta-galactosidase and Neutral Red counterstaining in cryosections of segments of the small intestine (duodenum, jejunum, and ileum) and colon of 15-week-old Btnl2-KO mice. Arrowheads indicate regions of duodenal glands and duodenal, jejunal, ileal, and colonic crypts and villi with weak Btnl2-LacZ expression. Magnification is 20×; scale bar is 50 μm. **c** mRNA expression of Btnl2 in intestinal epithelial cells from different segments of small intestine and colon of cohoused 7-week-old Btnl2-KO and WT mice (*n* = 5, each), normalized to β2m. Error bars represent mean ± SEM. Significance is measured using multiple unpaired *t*-tests assuming similar SD, *p < 0.05, **p < 0.005, ***p < 0.0005, ****p < 0.0001, significantly different from WT mice.

Given the close proximity of the *Btnl2* gene to the H2 locus and other *Btnls*^33^, we investigated the expression levels of several adjacent genes in the IEC fraction isolated from duodenum, jejunum, and ileum of *Btnl2-*KO and WT mice by bulk RNA-sequencing. 

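Sequencing of the IEC fraction gave 16 libraries: 2 from Btnl2-KO and 3 from WT mice for the duodenum, 3 and 3 for the jejunum, and 3 and 2 for the ileum. The sample labels give the mice as 7 weeks old, and the paper gives 10 to 17 weeks for all experiments without another age. The authors mapped the reads with ArrayStudio to a customized mouse genome and estimated the reads on the sense strand of each gene's exons with RSEM. The deposited values are these expected counts, without normalization, and they were rounded to whole numbers here. In the duodenum, the total count per library was 20390400 to 28094973 in Btnl2-KO mice (median 24242700) and 19956412 to 24282637 in WT mice (median 22582200). In the jejunum it was 17529694 to 30925521 (median 23358900) and 22523036 to 29153075 (median 28071900), and in the ileum 15397757 to 38258472 (median 27051400) and 25121380 to 27045479 (median 26083400), respectively. Of the 24475 gene identifiers in the table, 100 had no name in the reference. They took 3.41 to 9.24% of the counts per library and were kept, under their identifiers, in the library sizes and the tests. In each segment, Btnl2-KO and WT libraries were compared with edgeR's quasi-likelihood test after TMM normalization, over the genes with at least 10 counts in as many libraries as the smaller group held (12584 genes in the duodenum, 12543 in the jejunum, and 12925 in the ileum). Genes were called at a false discovery rate (FDR, Benjamini-Hochberg) below 0.05 and a fold change above 1.5, the thresholds given in the paper.

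Btnl2 itself (gene identifier 547431) was measured in every library. In the duodenum, it stood at 3.04 ± 3.80 CPM (counts scaled to the TMM-normalized library size; SD, n = 2) in Btnl2-KO and 52.5 ± 14.3 (SD, n = 3) in WT IECs, a log2 fold change of -4.13 with a standard error of 0.982 and an edgeR FDR of 1.00. In the jejunum, the values the paper plots in Supplementary Figure 1 belong to 2 of the 3 Btnl2-KO libraries. Over these 2, the log2 fold change was -6.13 (edgeR FDR 0.00693). The third library labelled jejunal Btnl2-KO, 1003474, held 17.6 CPM of Btnl2, against 0.553 and 0.546 in the other two, and the text of the paper names no reason for leaving it out. With all 3, Btnl2 stood at 6.25 ± 9.87 (SD, n = 3) against 38.8 ± 12.9 CPM (SD, n = 3) in WT mice, a log2 fold change of -2.74 (standard error 1.11, edgeR FDR 0.57). In the ileum, the values were 0.452 ± 0.0654 (SD, n = 3) and 27.1 ± 0.808 CPM (SD, n = 2), and the log2 fold change was -5.88 (standard error 0.208, edgeR FDR 0.00143). Btnl2 was the 1 gene called in the ileum, where 268 genes had an unadjusted p below 0.05 and DESeq2 called 2 lower genes (Btnl2 and Myl3) and 1 higher gene. That higher gene has an identifier the reference does not name and is called ID807225 here. Myl3 and ID807225 are named after their values were seen. The DESeq2 log2 fold change of Myl3, -24.8, is too large to be read as an effect size. In the duodenum, edgeR and DESeq2 called 0 genes, with 154 genes at an unadjusted p below 0.05 in edgeR and 228 in DESeq2, and limma-voom called 1, again ID807225. In the jejunum, edgeR called 0 genes over all 3 Btnl2-KO libraries (1054 at an unadjusted p below 0.05), DESeq2 called 1 higher gene (Hbb-b1, likewise named after its value was seen), and limma-voom called Btnl2. Over the paper's 2 jejunal Btnl2-KO libraries, edgeR called Btnl2 alone, with 835 genes at an unadjusted p below 0.05. Leaving out the duodenal Btnl2-KO library 1003464 leaves a single Btnl2-KO library, which would be assumed to vary like the WT libraries. That library, 1003459, lay at 0.776 on a scale from WT duodenum (0) to WT ileum (1). Calls from this fit would mix segment with genotype and are not given.

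**Figure D1:**
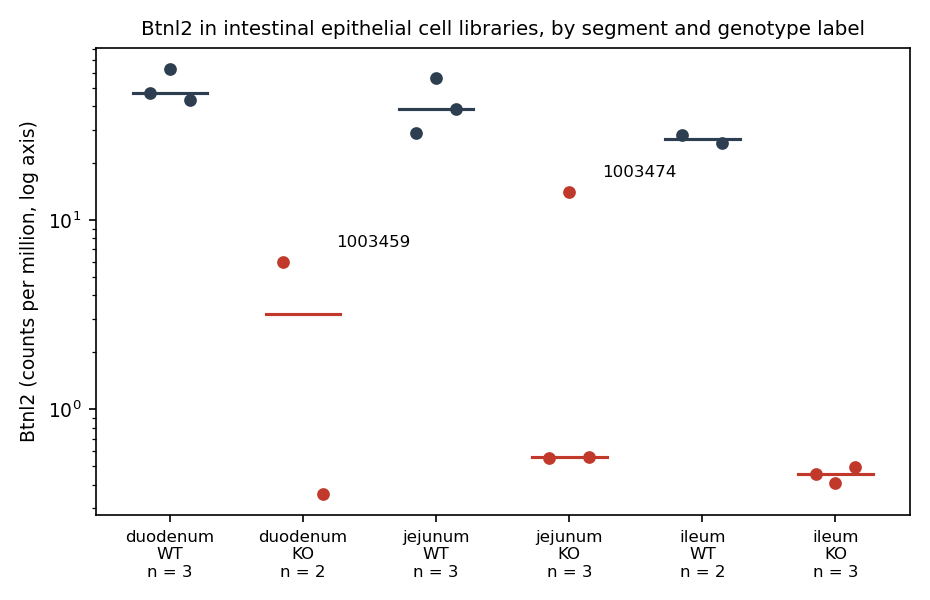
Btnl2 in each IEC library, in CPM of the library's total count on a log axis, by segment and genotype. Each point is 1 library, the horizontal lines are group medians, and the library labelled jejunal Btnl2-KO 1003474 lies at 14.1 CPM, the other 7 Btnl2-KO libraries between 0.356 and 5.98, and the 8 WT libraries between 25.5 and 62.9.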

We did not observe any significant changes in *H2-Aa, H2-Ab1, H2-Eb1, Tap1/2, BC051142, Btnl4, Btnl5, Btnl6, Notch4,* and *Ppt2* gene expression levels across different segments of the small intestine, albeit *Btnl2-*KO mice displayed a trend towards decreased levels of *Btnl1* (Supplementary Figure 1), indicating no significant coregulation of *Btnl2* with adjacent genes near the *H2* locus. 

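All 12 genes near Btnl2 (H2-Aa, H2-Ab1, H2-Eb1, Tap1, Tap2, BC051142, Btnl4, Btnl5, Btnl6, Notch4, Ppt2, and Btnl1) passed the count minimum in each segment. None had an FDR below 0.05 over all genes in edgeR, DESeq2, or limma-voom. Over the 2 jejunal Btnl2-KO libraries the paper plots, log2 fold changes ran from -0.93 (H2-Ab1) to 0.19 (Btnl4), and 9 of the 12 genes were lower in Btnl2-KO IECs. In that comparison 4 genes had an unadjusted p below 0.05, and the same number when p was adjusted over the list alone, whereas over all genes their lowest FDR was 0.667. With all 3 jejunal Btnl2-KO libraries, log2 fold changes ran from -0.51 (Btnl1) to 0.70 (BC051142). There 0 genes had an unadjusted p below 0.05 in edgeR and DESeq2, while in limma-voom 5 did and 2 passed when adjusted over the list alone, the lowest being Btnl1 at 0.0451. In the duodenum the range was -1.05 (Btnl1) to 1.61 (H2-Aa), with 5 genes lower and 1 at an unadjusted p below 0.05. In the ileum it was -0.89 (Btnl1) to -0.05 (BC051142), with all 12 genes lower and again 1 at an unadjusted p below 0.05. Btnl1 stood at 76.4 ± 18.1 CPM (SD, n = 2) in Btnl2-KO and 158 ± 50.0 (SD, n = 3) in WT duodenal IECs, a log2 fold change of -1.05 with a standard error of 0.351. In the jejunum it stood at 70.8 ± 18.2 (SD, n = 3) and 101 ± 26.9 CPM (SD, n = 3), a log2 fold change of -0.51 with a standard error of 0.250, and over the paper's 2 Btnl2-KO libraries the log2 fold change was -0.74. In the ileum it stood at 52.2 ± 9.08 (SD, n = 3) and 96.5 ± 15.8 CPM (SD, n = 2), a log2 fold change of -0.89 with a standard error of 0.198. Over all genes, the edgeR FDR of Btnl1 was 1.00, 0.57, and 0.900 in the 3 segments. Adjusted over the list alone, Btnl1 reached 0.0486 in the ileum with edgeR, 0.00232 with DESeq2, and 0.0221 with limma-voom, but 0.153 when all IEC libraries shared one fit. Whether the change in Btnl1 differed between segments was not tested. The library labelled jejunal Btnl2-KO 1003474 held 91.5 CPM of Btnl1, against 63.7 and 57.2 in the other two. Reads of Btnl1, Btnl4, Btnl5, and Btnl6, which are related genes, could have been split between them by the counting. The segment labels also limit these comparisons: the library labelled duodenal Btnl2-KO 1003459 held 4933 counts of the ileal gene Fabp6, and the library labelled ileal Btnl2-KO 1003481 held 4. From the absence of significant changes in these genes, the paper concludes that Btnl2 is not significantly coregulated with its neighbours near the H2 locus.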

Altogether, our data confirm preferential expression of *Btnl2* in terminally differentiated enterocytes across different segments of the small intestine suggesting a compartment-specific function of Btnl2.

### *Btnl2-*KO mice display increased frequencies of γδ IELs preferentially in the ileum

Under homeostatic conditions, *Btnl2-*KO mice did not exhibit any adverse intestinal pathology, as determined by body weight loss, increased epithelial sloughing, and pro-inflammatory cytokines (Supplementary Figure 2a, b). In addition, we did not observe any significant changes in genes associated with differentiation and maturation of IECs^34–41^, suggesting that IEC development and maintenance are not altered in unchallenged *Btnl2-*KO mice (Supplementary Figure 2c).

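RNA-sequencing of whole intestinal tissue covered 7 Btnl2-KO and 7 WT libraries of the small intestine, and 7 Btnl2-KO and 6 WT libraries of the colon. The sample labels give no number for the age of these mice. As for the IECs, the authors deposited expected counts from RSEM, which were rounded to whole numbers. Total counts per small intestine library were 13619309 to 18439049 in Btnl2-KO mice (median 16401800) and 15840653 to 19359450 in WT mice (median 17787000). In the colon they were 13939615 to 21321241 (median 16069900) and 14091286 to 21708721 (median 16907700). Identifiers without a name in the reference held 0.959 to 2.55% of the counts. The small intestine comparison covered 14866 genes. Btnl2 lay between 0.661 and 2.37 CPM in the Btnl2-KO and between 22.8 and 99.7 CPM in the WT small intestine libraries. edgeR called Btnl2 as the 1 lower gene and, as 2 higher genes, ID807225 and ID807237, which are called by their identifiers because the reference does not name them, while 3414 genes had an unadjusted p below 0.05. The number of calls rested on the test: DESeq2 called 20 lower and 164 higher genes, limma-voom 13 and 38, and edgeR with the colon libraries in the same fit, the alternative that moved the counts most, 38 and 177.

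The values of Supplementary Figure 2b match these 14 small intestine libraries. Of its 10 cytokine genes, 6 passed the count minimum. Il15 had a log2 fold change of 0.43 (edgeR FDR 0.320), Il7 of 0.07 (FDR 0.746), and Il18 of 0.03 (FDR 0.957), whereas Tgfb1 was at -0.38 (FDR 0.292), Il1b at -0.32 (FDR 0.374), and Il33 at -0.20 (FDR 0.756). None of the 6 had an unadjusted p below 0.05 in edgeR or limma-voom, and 1 did when the colon libraries shared the fit. DESeq2, which tested all 10, also called 0, with 0 at an unadjusted p below 0.05. Adjusted over the list alone, the lowest edgeR value was 0.325. The other 4 cytokines were below the count minimum. In Btnl2-KO and WT tissue, respectively, Il2 averaged 0.0668 and 0.0732 CPM, Il6 0.113 and 0.0811, Il10 0.176 and 0.334, and Il17a 0.195 and 0.418, so that at this depth small changes in these 4 cannot be seen.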

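The 25 genes of Supplementary Figure 2c include Prdm1, Hes1, Cdx1, Gata4, Lgr5, Notch1, and Lyz1, and the text of the paper does not name the libraries behind that panel, so they were read both in small intestine tissue and in the IEC fraction. In small intestine tissue (n = 7 per genotype), log2 fold changes ran from -0.69 (Nox1) to 0.71 (Il22ra1) with a median of 0.04, and 11 of the 25 genes were lower in Btnl2-KO mice. In edgeR, 7 genes had an unadjusted p below 0.05 and 0 had an FDR below 0.05 over all genes, the lowest being 0.116, for Tgfbr2. Adjusted over the list alone, the lowest value was 0.0562. Over all genes, DESeq2 placed 2 of them below an FDR of 0.05, Tgfbr2 (0.0380) and Cdh17 (0.0469), limma-voom placed 1, and edgeR with the colon libraries in the same fit placed 3. Adjusted over the list alone, these 3 settings gave 7, 6, and 6 genes. In the IEC libraries, edgeR, DESeq2, and limma-voom called none of the 25 genes in any segment. The range was -0.76 (Gata4) to 0.90 (Foxa1) in the duodenum, -0.68 (Nkx2-2) to 0.57 (Hes1) in the jejunum, and -0.97 (Prdm1) to 1.15 (Gata4) in the ileum, with 1, 1, and 2 genes at an unadjusted p below 0.05 in edgeR. Single libraries weighed on some genes. Gata4 averaged 14.1 ± 34.8 CPM (SD, n = 7) in Btnl2-KO and 14.1 ± 29.6 (SD, n = 7) in WT tissue. From the absence of significant changes in these genes, the paper proposes that IEC development and maintenance are not altered in unchallenged Btnl2-KO mice.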

In light of the developing paradigm implicating members of Btnl/BTN/BTNL family in shaping the γδ T cell compartment^5,7,16,17,42,43^ and intrigued by the selective expression pattern of Btnl2 in different segments of the small intestine, we postulated *Btnl2* deficiency might impact the maintenance of γδ IEL subsets in different segments of the small intestine. To this end, we isolated IELs from the duodenum, jejunum, and ileum of adult *Btnl2-*KO and WT mice. Consistent with the previous observations^14,18,19^, γδ IELs were found at ~3-fold higher frequency in the duodenum compared to the ileum of WT mice (30.7% vs. 8.62% in total cells, Fig. 2a-right panel), however we observed that compared to WT littermates, *Btnl2-*KO mice displayed a 30–40% increase in the frequency of γδ IELs in the jejunum (27.1% vs. 20.1%) and ileum (12.8% vs. 8.6%), but not duodenum (29.4% vs. 30.7%) (Fig. 2a). Notably, this increase was observed predominantly in ileal CD8αα^+^ γδ IELs suggesting that Btnl2 may suppress their proliferative capacity in situ (Fig. 2a). As the number of Vγ7^+^ IELs have been reported to plateau in 11–16-week-old young adults^7^, we investigated whether the observed effect of Btnl2 on the percentage of ileal γδ IELs changed as mice approached middle adulthood. Previous work suggested that ileal γδ IEL frequencies, including CD8αα^+^ γδ IELs, remain steady past 6 months of age in WT mice^44^. In contrast, we observed that γδ IEL frequency was reduced by 50% at 6 months of age in WT mice in our facility (39.5% vs. 17.1% in total γδ IELs) (Fig. 2b, d**)**. Conversely, αβ IEL frequency remained relatively unchanged at 6 months of age suggesting that αβ IELs actively maintain their levels, possibly through in situ expansion (Fig. 2c). We found that γδ IELs were significantly increased in the ileum of young adult (up to 4 months old) *Btnl2-*KO compared to WT mice (36.9% vs. 22.3% in CD8αα^+^ γδ IELs), while mature adult mice displayed similar levels of γδ IELs (Fig. 2b, d). αβ IELs were not significantly altered in *Btnl2*-KO mice during this time frame (Fig. 2c). As such, the Btnl2 effect in young adult mice suggests it plays a role in γδ IEL maintenance under homeostatic conditions. Notably, γδ T cells were observed at comparable frequencies in the lamina propria (LP) of the duodenum, jejunum, and ileum, mesenteric lymph nodes (mLN), and Peyer’s Patches (PP) of *Btnl2-*KO and WT mice indicating that Btnl2 exerts its function specifically on γδ CD8αα^+^ IELs (Fig. 2e).

**Fig. 2:**
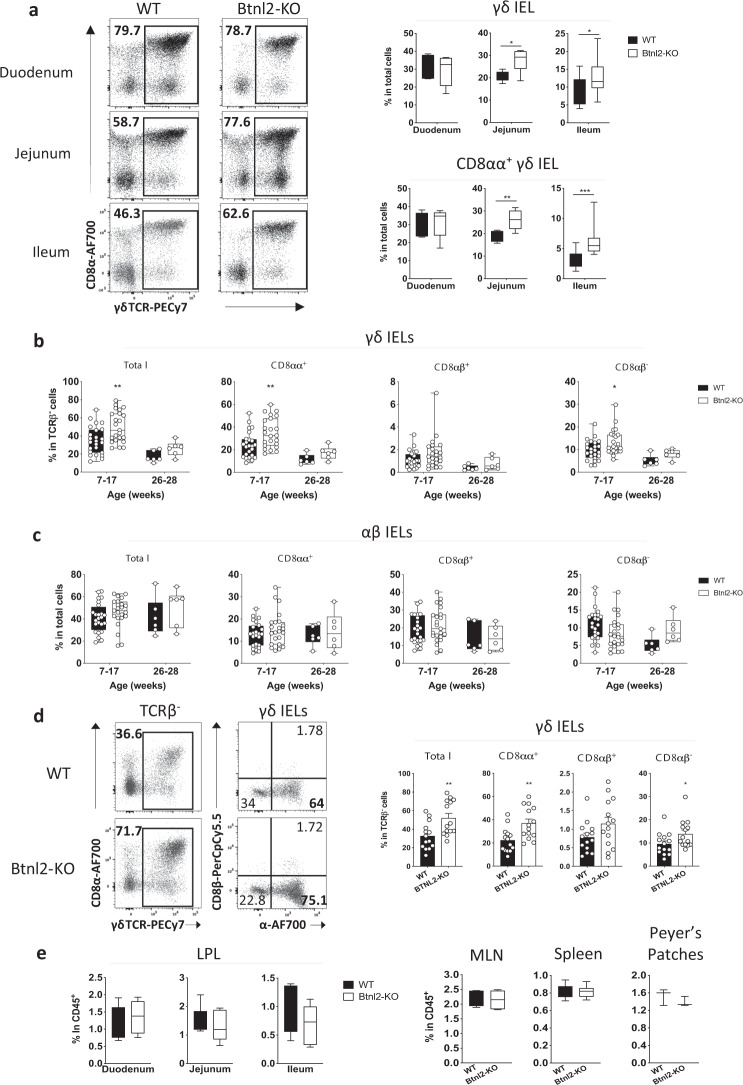
Btnl2-KO mice display increased frequencies of γδ IELs in the ileum. **a** Different segments of the small intestine were collected from cohoused 7–17-week-old Btnl2-KO and WT mice (*n* = 3–8, each) and processed for flow cytometry. Left panel-representative flow cytometry plots of γδ IELs in the duodenum, jejunum, and ileum of cohoused 7-week-old Btnl2-KO and WT littermates. Displayed plots are gated on live TCRαβ- cells. Right panel-frequencies of γδ IELs and CD8αα + γδ IELs from 7–17-week-old Btnl2-KO and WT littermates. **b** Frequencies of ileal γδ IELs at different ages (*n* = 6–23 mice/group). Error bars represent mean ± SEM. Significance is measured by 2-way ANOVA with Sidak’s multiple comparison test, *p < 0.05, **p < 0.005. **c** Frequencies of ileal αβ IELs at different ages (*n* = 6–23 mice/group). Error bars represent mean ± SEM. Significance is measured by 2-way ANOVA. **d** Ileum was collected from cohoused Btnl2-KO and WT littermates of different ages and intestinal intraepithelial lymphocytes (IELs) were isolated and processed for flow cytometry. Left panel-representative flow cytometry plots of γδ IELs in the ileum of 12–17-week-old Btnl2-KO and WT littermates. Right panel-frequencies of ileal γδ IELs from 12–17-week-old Btnl2-KO and WT littermates. Data are pooled from 3 independent experiments with 3–6 mice/group. Error bars represent mean ± SEM. Significance is measured using unpaired *t*-tests assuming similar SD, *p < 0.05, **p < 0.005, significantly different from WT mice. **e** Frequencies of γδ T cells in lamina propria (LP), mesenteric lymph nodes (MLN), spleen, and Peyer’s Patches of 7–17-week-old Btnl2-KO and WT littermates (*n* = 3–6 mice/group).

Prior studies had shown that recombinant Btnl2 can inhibit mLN CD4^+^ T cell proliferation and promote Treg cell differentiation under certain activation conditions in vitro^21,22,25,29^. Nevertheless, we observed similar frequencies of CD4^+^ T cells and FoxP3^+^ Tregs in the ileal LP, mLNs, and PPs of *Btnl2-*KO mice. In addition, *Btnl2-*KO mice exhibited comparable immune cell profiles across different tissues emphasizing the specificity and localized effect of Btnl2 effects in the intestine on jejunal and ileal γδ IELs (Supplementary Figure 3a–c).

### *Btnl2* suppresses proliferation of jejunal/ileal γδ IELs

To investigate the effects that *Btnl2* exerted on jejunal and ileal γδ IELs, we revisited its ability to suppress T cell proliferation. As Btnl2 inhibitory function is dependent on concurrent TCR stimulation and ligation with the putative Btnl2 receptor on CD4^+^ T cells in vitro^21,22,25,29^, we activated CFSE-labeled CD4^+^ T cells in the presence of equimolar concentrations of plate-bound Btnl2*-*mFc, Pdl1*-*mFc, Pdl2*-*mFc, or mFc (Supplementary Figure 4a). After 72 h of culture, we found that recombinant Btnl2 potently suppressed proliferation and activation of CD4^+^ T cells similarly to *Pdl1* and *Pdl2*, as evidenced by CFSE dilution and greater than 40% decrease in cytokine production (Supplementary Figure 4b, c). In line with previous reports^25^, CD28 co-stimulation rescued production of TNFα and IFNγ, but not IL-2 (Supplementary Figure 4c), which also coincided with ~50% decrease in Btnl2 binding to its putative receptor on activated CD4^+^ T cells (Supplementary Figure 4d).

We next sought to determine whether Btnl2 suppresses the proliferation of γδ IELs in vitro (Supplementary Figure 5a). To obtain comparable numbers to those from the duodenum, we pooled IELs from the jejunum and ileum. Interestingly, duodenal CD8αα^+^ γδ IELs showed greater proliferative capacity compared to their jejunal/ileal counterparts indicating that duodenum and jejunal/ileal γδ IELs may require different TCR and/or cytokine stimulation (Fig. 3a). Recombinant Btnl2 and Pdl1 potently inhibited the proliferation of both duodenal and jejunal/ileal CD8αα^+^ γδ IELs (Fig. 3a, b). However, Btnl2 suppressive effect was 2-fold higher on jejunal/ileal CD8αα^+^ γδ IEL proliferation compared to one observed for duodenal CD8αα^+^ γδ IELs (Fig. 3b). Importantly, recombinant Btnl2 failed to inhibit the proliferation of duodenal or jejunal/ileal CD8αβ^+^ αβ IELs, suggesting that the Btnl2 putative receptor may not be present on these cells (Fig. 3b). Contrary to previous reports suggesting stronger responsiveness of *Btnl1-*KO γδ IELs to α-CD3 stimulation^7^, we found that duodenal and jejunal/ileal *Btnl2-*KO γδ and αβ IELs exhibited equal proliferative capacity compared to their WT counterparts, indicating that *Btnl2* deficiency did not impair the ability of IELs to respond to TCR and cytokine stimulation (Supplementary Figure 5b). Moreover, recombinant Btnl2 similarly inhibited the proliferation of *Btnl2-*KO and WT jejunal/ileal γδ IELs in vitro (Fig. 3c). *Btnl2-*KO and WT jejunal/ileal γδ IELs also showed comparable expression profiles of coinhibitory receptors (e.g. PD1) and markers associated with tissue residence, maturation, and activation (e.g. CD69, CD44, CD27, and CD122)^7,45^ (Supplementary Figure 5c). Altogether, these data indicate that Btnl2 preferentially suppresses jejunal/ileal CD8αα^+^ γδ IEL proliferation.

**Fig. 3:**
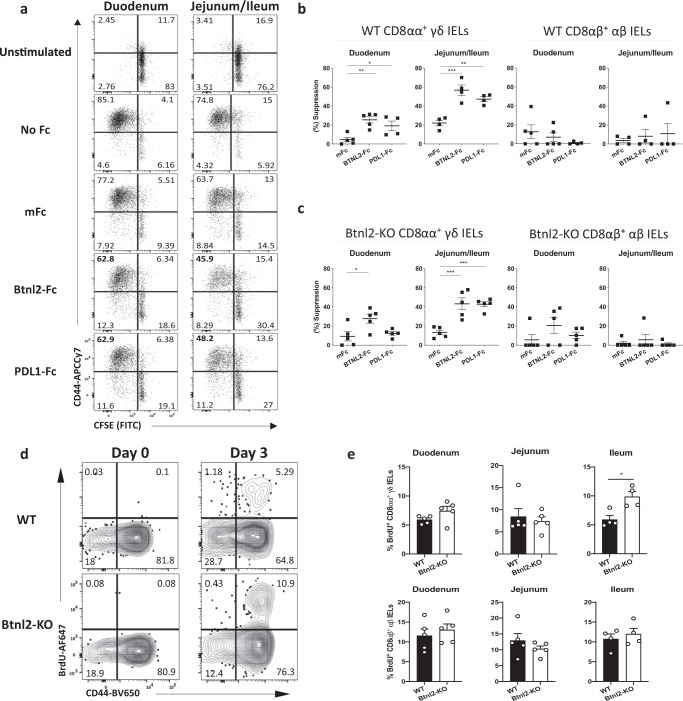
Btnl2 suppresses proliferation of jejunal/ileal γδ IELs. IELs were isolated from duodenum and jejunum/ileum of cohoused 12-week-old Btnl2-KO and WT mice (*n* = 4–5, each), labeled with CFSE and stimulated with α-CD3 and different Fc fusions in the presence of rh IL-2, rmIL7, rm IL15 for 84 h. Supernatants from the cell cultures were collected and cells were processed for flow cytometry. **a** Representative flow cytometry plots of duodenal and jejunal/ileal WT CD8αα + γδ IELs following 84 h of culture in the presence of equimolar concentrations of Btnl2-Fc and control mFc fusion proteins. **b**, **c** Suppression of proliferation calculated as the percent difference between the proliferation in the presence of a specific Fc fusion and no Fc fusion, relative to the proliferation in the absence of Fc fusion. **b** Suppression of proliferation of duodenal and jejunal/ileal WT CD8αα + γδ IELs and CD8αβ + αβ IELs. **c** Suppression of proliferation of duodenal and jejunal/ileal Btnl2-KO CD8αα + γδ IELs and CD8αβ + αβ IELs. Error bars represent mean ± SEM. Significance is measured using one-way ANOVA, *p < 0.05, **p < 0.005, ***p < 0.001, ****p < 0.0001, significantly different from mFc fusion protein control. **d**, **e** Cohoused 11-week-old Btnl2-KO and WT mice (*n* = 4–5, each) were given BrdU at 0.8 mg/mL ad libitum in drinking water for 3 days. BrdU incorporation was measured by intranuclear staining of γδ IELs from different segments of the small intestine over time. **d** Representative flow cytometry plots of BrdU incorporation in ileal CD8αα + γδ IELs. **e** BrdU incorporation in CD8αα + γδ IELs and CD8αβ + αβ IELs across different segments. Error bars represent mean ± SEM. Significance is measured using unpaired *t*-tests assuming similar SD, *p < 0.05, **p < 0.005, ***p < 0.0005, ****p < 0.0001, significantly different from WT.

To determine the proliferative capacity of *Btnl2-*KO γδ IELs in vivo, we measured BrdU incorporation in γδ IELs. As previously reported^46^, high BrdU incorporation was observed in WT CD8αα^+^ γδ IELs by day 3 (Fig. 3d, e). Notably, ileal *Btnl2-*KO γδ IELs incorporated BrdU ~2-fold more than their WT counterparts (9.86 $$\pm$$ 1.52 vs. 5.87 $$\pm$$ 1.18), emphasizing the enhanced proliferative capacity of γδ IELs in the absence of *Btnl2* (Fig. 3d, e). Overall, these observations indicate that Btnl2 may serve as a γδ immune checkpoint molecule by limiting the expansion of mature γδ IELs in the ileum and, potentially, regulate their effector responses during the normal epithelial lifespan.

### Ileal *Btnl2-*KO γδ IELs display a subdued antibacterial response module

To gain insights into the impact of *Btnl2* deficiency on γδ IEL cytolytic potential, we performed transcriptomic analysis of γδ IELs enriched from duodenum, jejunum, and ileum of 11-week-old cohoused *Btnl2-*KO and WT mice at steady-state. 

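Bulk RNA-sequencing of sort-purified γδ IELs covered 22 libraries, each a pool of 2 mice by the legend of Fig. 4: 3 Btnl2-KO and 4 WT libraries from the duodenum, 4 and 4 from the jejunum, and 3 and 4 from the ileum. The paper gives the mice as 11 weeks old and the sample labels as 10 weeks old. The deposited expected counts were made as for the IECs and rounded in the same way. Total counts in the duodenum were 16268480 to 18812997 per Btnl2-KO library (median 16578800) and 13444958 to 19703271 per WT library (median 17574100). The jejunal libraries held 19424055 to 23733719 (median 20484000) and 18034702 to 30029485 (median 20507800), and the ileal libraries 15823886 to 17644455 (median 16639900) and 15144045 to 18519614 (median 16223500). Identifiers without a name in the reference held 0.253 to 3.47% of the counts. The paper's methods name DESeq2 for this comparison. Here edgeR, fitted to the libraries of 1 segment at a time, was the test fixed for all count tables, with DESeq2 and limma-voom as alternatives. The tests covered 12680 genes in the duodenum, 12594 in the jejunum, and 12604 in the ileum.

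Btnl2 was low in the WT γδ IEL libraries, so its counts are given first. In the duodenum, the 3 Btnl2-KO libraries held 0 counts and the 4 WT libraries 64 to 138, or 6.15 ± 2.07 CPM (SD, n = 4), which is at least 36.0-fold lower in Btnl2-KO at a floor of 3 counts per library (edgeR FDR 0.0124). In the jejunum, the Btnl2-KO libraries held at most 1 count and the WT libraries 79 to 327. The means were 0.0113 ± 0.0227 and 6.22 ± 2.87 CPM (SD, n = 4 each), and the edgeR FDR was 0.0260. In the ileum, the Btnl2-KO libraries held at most 2 counts and the WT libraries 37 to 53, with means of 0.0395 ± 0.0684 (SD, n = 3) and 2.85 ± 0.429 CPM (SD, n = 4). There the edgeR FDR was 0.263 and the DESeq2 FDR 0.000124. Which cells these Btnl2 counts come from was not tested. In the single-cell libraries of γδ IELs, WT cells held 2 Btnl2 UMIs of 21841574 in the duodenum. They held 3 of 19043347 in the jejunum and 1 of 20536145 in the ileum. The bulk libraries also held epithelial transcripts, so epithelial RNA carried over is a possible source.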

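In duodenal γδ IELs, edgeR called 1 gene lower in Btnl2-KO libraries, Btnl2, and 0 higher, with 263 genes at an unadjusted p below 0.05. limma-voom also called Btnl2 alone, with 786 genes at an unadjusted p below 0.05. DESeq2 called 3 lower genes (Btnl2, Gm18853, and Mcpt2) and 2 higher genes (ID807225 and Tdg-ps2). The genes other than Btnl2 are named after their values were seen. Without the Btnl2-KO library 1105576 or 1105578, edgeR called 0 genes in the duodenum (188 and 119 at an unadjusted p below 0.05), and without the WT library 1105580 it called 2 lower and 1 higher. In the jejunum, edgeR again called Btnl2 alone (804 genes at an unadjusted p below 0.05). DESeq2 called Btnl2 and, as 1 higher gene, ID807225, and limma-voom called 0 lower genes and ID807225 as higher. Leaving out any 1 of the 8 jejunal libraries took the edgeR calls to 0, with 221 to 2248 genes at an unadjusted p below 0.05. In the ileum the number of calls rested on the test. edgeR called 0 genes, with 1108 at an unadjusted p below 0.05, whereas DESeq2 called 225 lower and 2 higher genes (ID807225 and Ptp4a1, named after their values were seen). limma-voom with sample quality weights, the alternative that moved the count most, called 816 lower and 391 higher genes, and 210 of its lower genes were among those of DESeq2. Without the WT library 1105587, edgeR called 60 lower genes. When all 22 libraries shared one fit, edgeR called 1 lower gene, Btnl2, and 1 higher gene, ID807225.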

Over 200 genes were significantly downregulated (FDR < 0.05 and fold change > 1.5) in ileal *Btnl2-*KO γδ IELs compared to their WT counterparts (Fig. 4a), whereas only *Btnl2* was significantly decreased in duodenal and jejunal *Btnl2-*KO γδ IELs (Fig. 4b). The top 50 downregulated genes included signaling molecules (e.g. *Raph1, Cyr61*, *Tspan8*), transcriptional regulators of cell proliferation and apoptosis (e.g. *Id1*, *Pbx1*, *Nupr1*, *Hoxb7*), growth factors (e.g. *Kitl*, *Wnt3*, *Fgfbp1*), antimicrobial molecules (e.g. *Ifi27l2b, Ccl25*, *Gsdmc3/4*) and different classes of metabolic molecules (e.g. aminoacid-*Mgst1*, lipid-*Fabp6*, *Pnliprp2*, sulfur-*Sult1c2*, *Cth*, carbonic anhydrases-*Car8*) (Fig. 4a, b). Collectively, these observations hint at some decrease in the metabolic function of ileal *Btnl2*-KO γδ IELs compared to ileal WT γδ IELs.

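All 20 genes named for the ileum, with Cyr61 under its current symbol Ccn1, were lower in the ileal Btnl2-KO libraries in edgeR, with a median log2 fold change of -2.05. Fabp6 stood at 107 ± 23.8 CPM (SD, n = 3) in Btnl2-KO and 455 ± 130 (SD, n = 4) in WT libraries, a log2 fold change of -2.09 (standard error 0.292). Its FDR over all genes was 0.263 in edgeR and 9.06e-09 in DESeq2. Nupr1 stood at 13.6 ± 3.47 and 61.9 ± 30.8 CPM, and Fgfbp1 at 18.1 ± 7.03 and 83.8 ± 32.1 CPM, with log2 fold changes of -2.19 (standard error 0.396) and -2.21 (standard error 0.405); both had an FDR of 0.432 in edgeR and 6.39e-05 in DESeq2. Id1 was at 15.6 ± 9.54 and 70.0 ± 36.3 CPM, and Tspan8 at 84.5 ± 36.1 and 327 ± 170. In 14 of the 20 genes every Btnl2-KO library lay below every WT library, while Ccn1, Tspan8, Kitl, Gsdmc4, Cth, and Car8 overlapped. The edgeR FDR of the 20 genes over all genes lay between 0.263 and 0.451. DESeq2 called all 20, and limma-voom 17. All 20 had an unadjusted p below 0.05 and kept it when adjusted over the list alone, which is not independent evidence, because the study chose the list on these libraries. Leaving out the WT library 1105587 brought Tspan8, Nupr1, Fgfbp1, and Fabp6 past the thresholds in edgeR. With the mean of 12 epithelial genes (Epcam, Cdh1, Vil1, Krt8, and others) as a covariate, all 20 genes stayed lower, their median moved to -0.82, and 9 had an unadjusted p below 0.05. Adjusted over the list alone, 4 passed. Ccn1 moved to -0.43, Cth to -0.42, and Id1 to -0.57, whereas Fabp6 stayed at -2.24. Fabp6 was also high in the ileal WT IEC libraries, at 640 and 589 CPM of the total count. The mean of 12 epithelial genes need not follow an ileal gene, so the covariate does not place the Fabp6 change in γδ IELs. Gsdmc3 and Gsdmc4 are near-identical copies whose reads could have been split between them.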

**Fig. 4:**
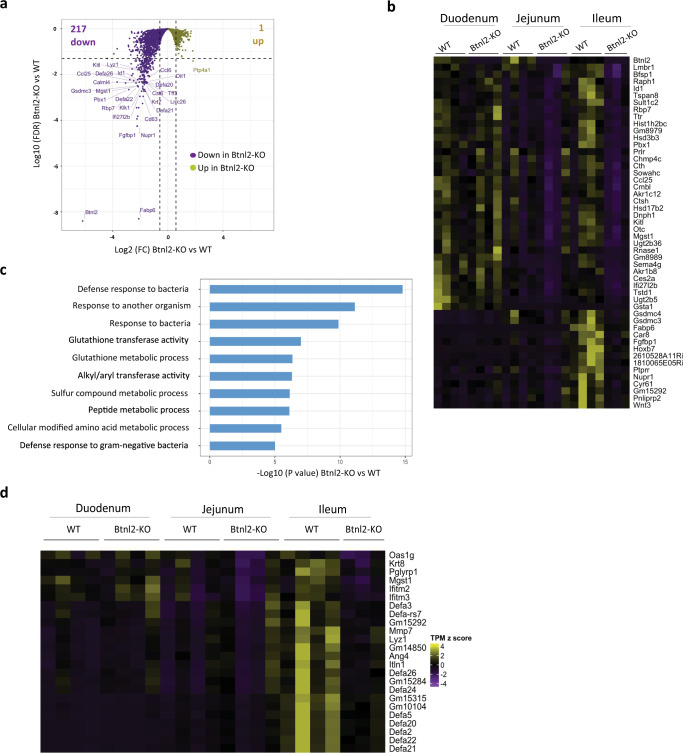
Ileal Btnl2-KO γδ IELs display an altered antibacterial response module compared to ileal WT γδ IELs. γδ IELs from duodenum, jejunum, and ileum of cohoused 11-week-old Btnl2-KO and WT littermates (*n* = 3–4/genotype, each a pool of 2 mice) were sort-purified as CD45 + TCRβ-TCRγδ + cells. RNA sequencing was performed, and gene set enrichment analysis using NextBio. Gene ontology (GO) was employed to identify GO biological processes differentially enriched in Btnl2-KO and WT γδ IELs. **a** Volcano plot displaying genes differentially regulated between ileal Btnl2-KO and WT γδ IELs. The Horizontal dashed line indicates FDR = 0.05 and a vertical dashed line indicates |Fold Change | = 1.5. **b** Hierarchical clustering of top 50 differentially expressed genes between ileal Btnl2-KO and WT γδ IELs; duodenal and jejunal Btnl2-KO and WT γδ IELs were also included as a comparison. **c** Gene ontology enrichment analysis of most significantly impaired biological processes in ileal Btnl2-KO γδ IELs compared to ileal WT γδ IELs. **d** Hierarchical clustering of top dysregulated antibacterial response genes in ileal Btnl2-KO and WT γδ IELs within the combined top 3 GO processes; duodenal and jejunal Btnl2-KO and WT γδ IELs were also included as a comparison.

In line with these findings, gene ontology enrichment analysis revealed that the most significantly dysregulated biological processes centered around bacterial tolerance and clearance, emphasizing that ileal *Btnl2-*KO γδ IELs display an impaired ability to secrete antimicrobial molecules at a steady-state (Fig. 4c). Interferon-induced molecules and several members of the α-defensin antimicrobial peptide family were found among the genes significantly downregulated in ileal *Btnl2-*KO γδ IELs compared to their WT counterparts (Fig. 4d). Hence, our findings indicate that γδ IELs in the ileum, but not duodenum or jejunum, may be specialized in secreting antibacterial molecules in response to local microbial antigens.

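Of 31 α-defensin genes in the table, 24 passed the count minimum in ileal γδ IELs, and all 24 were lower in Btnl2-KO libraries, with a median log2 fold change of -1.70. Reads of these near-identical genes could have been split between copies, so the list is given rather than single members. Their mean log2 CPM was 8.00 ± 0.169 (SD, n = 3) in Btnl2-KO and 9.47 ± 0.835 (SD, n = 4) in WT libraries (exact permutation test, two-sided, p = 0.0571; the smallest p that 3 against 4 libraries allow is 0.0286). As a set, the list gave a far smaller p than this exact test with limma's camera at a preset correlation between genes of 0.01 (p = 3.73e-21), and p = 0.0304 with limma's fry, which became 0.257 when all 22 libraries shared one fit. In edgeR, 23 of the 24 had an unadjusted p below 0.05, the same number passed when adjusted over the list alone, and 0 had an FDR below 0.05 over all genes, while DESeq2 called 22 of the 27 it tested and limma-voom 20. When all 22 libraries shared one edgeR fit, 0 of the 24 had an unadjusted p below 0.05 and 0 passed when adjusted over the list alone. Of 33 interferon-induced genes, 32 were tested and 9 were lower in Btnl2-KO libraries. Their median log2 fold change was 0.13 and their mean -0.17, and neither set test separated them (camera p = 0.631 and fry p = 0.599 with limma, exact permutation p of the list mean 0.286). In edgeR, 5 of them had an unadjusted p below 0.05 and 0 an FDR below 0.05 over all genes, while 5 passed when adjusted over the list alone; DESeq2 and limma-voom called 4 each. Those called by DESeq2 were Ifi27l2b, Ifitm2, Ifitm3, and Oas1g, with edgeR log2 fold changes of -2.0, -1.45, -1.25, and -1.87 and edgeR FDRs of 0.432 to 0.436; Ifitm2 and Ifitm3 are close copies. Of the 12 epithelial genes, 11 were lower too in the ileal Btnl2-KO libraries, and the median log2 fold change of the 12 was -1.40. In the single-cell libraries of γδ IELs, 99.0% of the α-defensin UMIs lay in 47 barcodes with more epithelial than Cd3 UMIs. That share rests on few barcodes, since 3 barcodes of the ileal Btnl2-KO library held 155365 of the 212848 UMIs. The single-cell libraries therefore do not show the lower α-defensin level of the bulk ileal Btnl2-KO libraries. With 1 library per genotype and so few barcodes behind the sum, they cannot test it. The share was 96.8 to 99.7% in the ileal libraries and those of WT mice, but 3.12% of 32 UMIs in the duodenal and 0.735% of 408 UMIs in the jejunal Btnl2-KO library.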

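Summed over the α-defensin genes, ileal γδ IEL libraries held 15557 to 19653 CPM in Btnl2-KO mice (median 19379) and 30265 to 108783 CPM in WT mice (median 48689). Duodenal libraries held 7546 to 22862 (median 8771) and 5301 to 19446 CPM (median 6080), and jejunal libraries 125 to 29433 (median 14705) and 1845 to 17047 CPM (median 5903). In the duodenum 1 of 21 tested α-defensin genes was lower in Btnl2-KO libraries (median log2 fold change 0.56, exact permutation p of the list mean 0.371), and in the jejunum 0 of 23 (median 0.96, exact permutation p = 0.886). Whether the effect of Btnl2 deficiency differed between segments was tested as an interaction over 13360 genes. Against the duodenum, edgeR called 0 genes (765 at an unadjusted p below 0.05), limma-voom called 0, and DESeq2 called 2, Dynlt1c and H2ac24, both with a higher effect in the ileum. Their DESeq2 interactions, 50.9 and 38.1 on the log2 scale, are too large to be read as effect sizes. Against the jejunum, edgeR called 0 (1928 at an unadjusted p below 0.05), DESeq2 called 1, Rfx5, again higher, and limma-voom called 2994. Dynlt1c, H2ac24, and Rfx5 are named after their values were seen. For the α-defensin list, the median interaction was -2.23 on the log2 scale against the duodenum (camera p = 4.08e-06 and fry p = 0.259 with limma), and -2.67 against the jejunum (camera p = 0.000247 and fry p = 0.352), all 24 genes being lower in both, and no exact test of the interaction was run. With the epithelial covariate, these became 0.14, with 9 of 24 genes lower, and -0.99, with 23 lower. Without the jejunal Btnl2-KO library 1105592, which held the lowest α-defensin sum, the jejunal value was -3.08, and limma's fry, again without an exact test, gave p = 0.00731. The 12 epithelial genes summed to 1038 to 3436 CPM (median 2765) in Btnl2-KO and 3394 to 8607 CPM (median 7028) in WT ileal libraries. From the changes seen in the ileum and not in the other two segments, the paper proposes that ileal γδ IELs may be specialized in secreting antibacterial molecules in response to local microbial antigens.

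**Figure D2:**
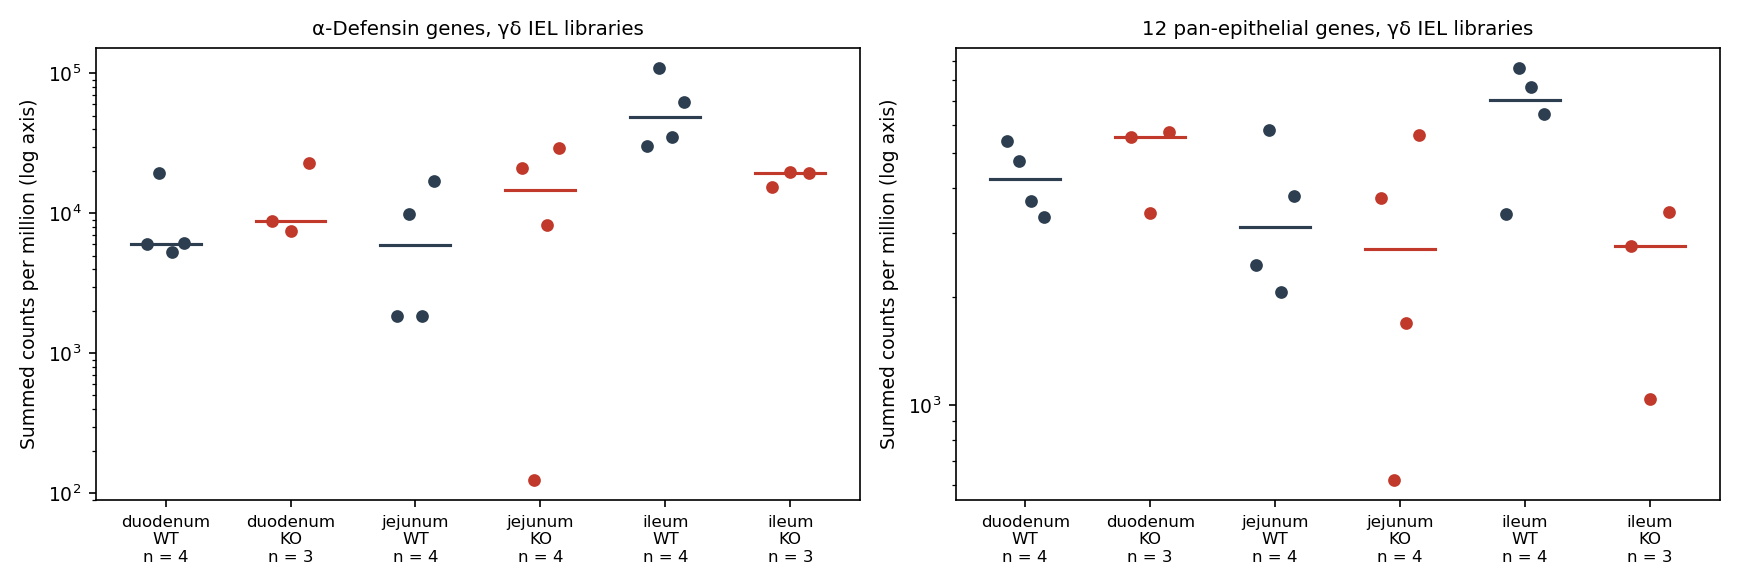
Summed CPM, on a log axis, of the α-defensin genes (left) and of 12 epithelial genes (right) in each bulk γδ IEL library, by segment and genotype; each point is 1 library and the horizontal lines are group medians. In the ileum, every Btnl2-KO library lies below every WT library for the α-defensin genes, while for the epithelial genes the highest Btnl2-KO library (3436 CPM) lies just above the lowest WT library (3394 CPM).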

### Single-cell TCR sequencing highlights greater repertoire diversity in *Btnl2-*KO γδ IELs

To determine whether the downregulated antibacterial response module observed in ileal *Btnl2-*KO γδ IELs related to an altered γ/δ TCR repertoire, we performed unbiased single-cell TCR sequencing on duodenal, jejunal and ileal γδ IELs from Btnl2-KO and WT mice. In total, we sequenced 28,679 cells and reassembled 24,961 productive γ chains and 24,515 productive δ chains. Among all sequenced cells, 17,260 cells (60.2%) had paired γ and δ chains. We found that *TRGV* and *TRDV* gene usage was comparable between *Btnl2-*KO and WT γδ IELs in the duodenum, jejunum, and ileum (Fig. 5a). *TRGV7* gene usage averaged 50% of TCR γ chains, consistent with the previous reports^7^, whereas *TRDV2-2, TRDV5, TRDV6D-1*, and *TRDV6D-2* genes were equally represented and their combined gene usage surpassed 80% of TCR δ chains. Ileal *Btnl2*-KO γδ IELs used the *TRGV7* gene less frequently than their WT counterparts (51.0% vs. 53.2%), however, they employed the less common *TRGV4* gene more frequently (11.5% vs. 8.6%; Pearson’s chi-squared test, *p* = 1.78 × 10^−7^). Similarly, ileal *Btnl2*-KO γδ IELs showed reduced usage of *TRDV2-2* and *TRDV6D-2* genes compared to their WT counterparts (23.2% vs. 25.3%; 21.9% vs. 26.2%, respectively), whereas usage of *TRDV6D-1* gene (18.6% vs. 13.4%) and of the less employed *TRDV12* gene (1.52% vs. 0.87%) increased.

**Fig. 5:**
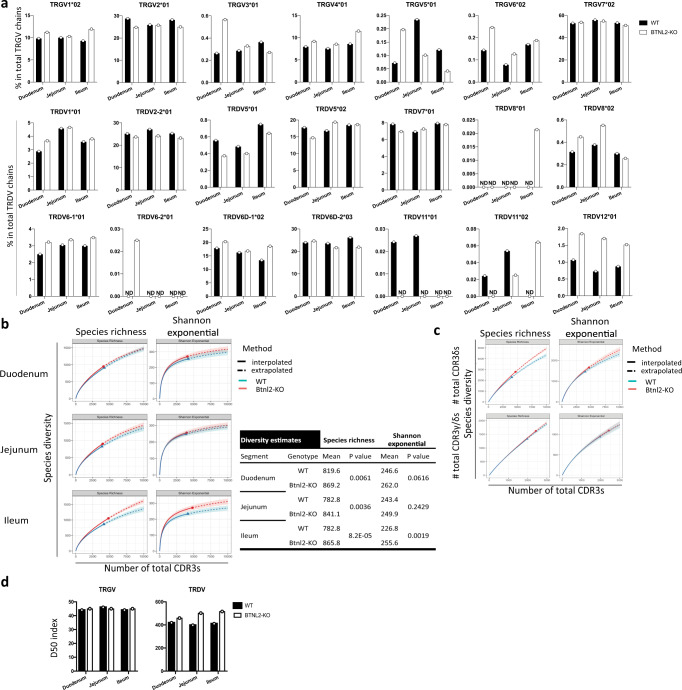
Ileal Btnl2-KO γδ IELs exhibit more diverse TRGV repertoire compared to ileal WT γδ IELs. γδ IELs from the duodenum, jejunum, and the ileum of cohoused 11-week-old Btnl2-KO and WT littermates (*n* = 3–4/genotype, a pool of 2 mice, each) were sort-purified as CD45 + TCRβ-TCRγδ + cells. Two-thirds of each sample were processed for deep bulk RNA sequencing and one-third of each sample was pooled per genotype per segment and used for single-cell sorting and single-cell TCR sequencing. γδ IELs from duodenum, jejunum, and ileum of cohoused 11-week-old Btnl2-KO and WT littermates (*n* = 8 mice, each) were single-cell sorted and single-cell TCR sequencing analysis of TCR Vγ and TCR Vδ chain usage and CDR3 aminoacid sequences was performed. **a** TRGV*J and TRDV*J gene usage in Btnl2-KO and WT γδ IELs. ND not detected. **b** Top-Diversity estimates for TRG only CDR3 aminoacid sequences in Btnl2-KO and WT γδ IELs. Shaded areas indicate the 95% confidence interval by 50 bootstrap replicates. Bottom-TRG diversity estimates at interpolation point 3500, where *p* value is derived from t-test based on 50 bootstrap replicates. **c** Diversity estimates for TRD only and paired TRG and TRD CDR3 aminoacid sequences, respectively, in ileal Btnl2-KO and WT γδ IELs. Shaded areas indicate the 95% confidence interval by 50 bootstrap replicates. **d** Diversity 50 (D50) index represented as the number of top unique clones that comprise 50% of the TRGV and TRDV repertoires, respectively, normalized to the total number of unique clones of duodenal, jejunal and ileal Btnl2-KO and WT γδ IELs.

To establish TCR γ chain and δ chain clonotypes, we identified TCR γ and δ sequences encoded by the same V gene and J gene segments with identical aminoacid sequences in the third complementarity determining regions (CDR3). Using the R iNext package^47^, we computed two metrics (Species richness and Shannon diversity) to estimate TCR diversity for each sample. Overall, ileal *Btnl2*-KO γδ IELs had consistently higher TCR γ chain diversity than WT γδ IELs by both measurements in both interpolated and extrapolated data. For example, we randomly sampled 3500 γ chains from each sample by 50 bootstrap replications and observed that the mean Shannon diversity of ileal *Btnl2*-KO γ chains was 255.6, significantly higher than 226.8 in WT (*p* = 0.0019, *T*-test) (Fig. 5b). Duodenal and jejunal *Btnl2*-KO γδ IELs also showed a trend towards higher diversity in TCR γ chain compared to WT γδ IELs but the difference was marginal when contrasted to their ileal counterparts (*p* = 0.0616 and 0.2429, respectively for Shannon diversity when sampling 3500 γ chains, Fig. 5b). Although ileal *Btnl2*-KO γδ IELs had increased diversity in TCR δ chains (Fig. 5c), *Btnl2*-KO γδ IELs isolated from all three segments displayed an increased frequency of unique clonotypes that comprised 50% of the TRDV repertoire (duodenum: 19.0% vs. 17.6 %; jejunum: 20.2% vs. 18.6%; and ileum: 18.5% vs. 18%) (Fig. 5d). In contrast, the overall repertoire diversity of paired γ/δ chains was marginally altered in ileal *Btnl2*-KO γδ IELs (Fig. 5c). Collectively, these results suggested that the ileal TCR γδ repertoire diversity may be continually shaped by both host and microbial antigens and metabolites such that fluctuations in the frequencies of ileal γδ IELs as well as perturbations in the antimicrobial response module could lead to significant clonal revisions.

### Shared TCR clonotypes display different frequencies in ileal *Btnl2-*KO and WT γδ IELs

In addition to unique *Btnl2-*KO CDR3γ clones, 19 of the top 20 ileal *Btnl2-*KO CDR3γ clones were shared by ileal WT γδ IELs as contracted or expanded clones, possibly contributing to the TRGV repertoire diversity in *Btnl2*-KO compared to WT γδ IELs (Fig. 6a**)**. Overall, ~40% of CDR3γ clones were shared by *Btnl2*-KO and WT γδ IELs in each segment (Supplementary Figure 6a, c). In TCRδ chains, each segment was characterized by a large number of unique CDR3δ clones and fewer than 3% shared clones between *Btnl2-*KO and WT mice (Supplementary Figure 6b, c). More CDR3γ and CDR3δ clones were shared by jejunal and ileal γδ IELs (131 vs. 72 and 270 vs. 179, respectively) in *Btnl2-*KO compared to WT mice, highlighting the jejunum as a transitional segment in the small intestine (Supplementary Figure 6d). *Btnl2-*KO and WT γδ IELs carrying one CDR3γ/δ pair showed virtually no overlap (less than 0.4%) of their CDR3γ/δ clonal repertoire, emphasizing that individual mice carry unique γ-chain-δ-chain pairings (Supplementary Figure 7a, b). Nevertheless, up to 13% of CDR3γ/δ paired clones overlapped between two or all three segments suggesting the presence of dominant CDR3γ/δ pairs that populate all segments within individual mice (Supplementary Figure 7c).

**Fig. 6:**
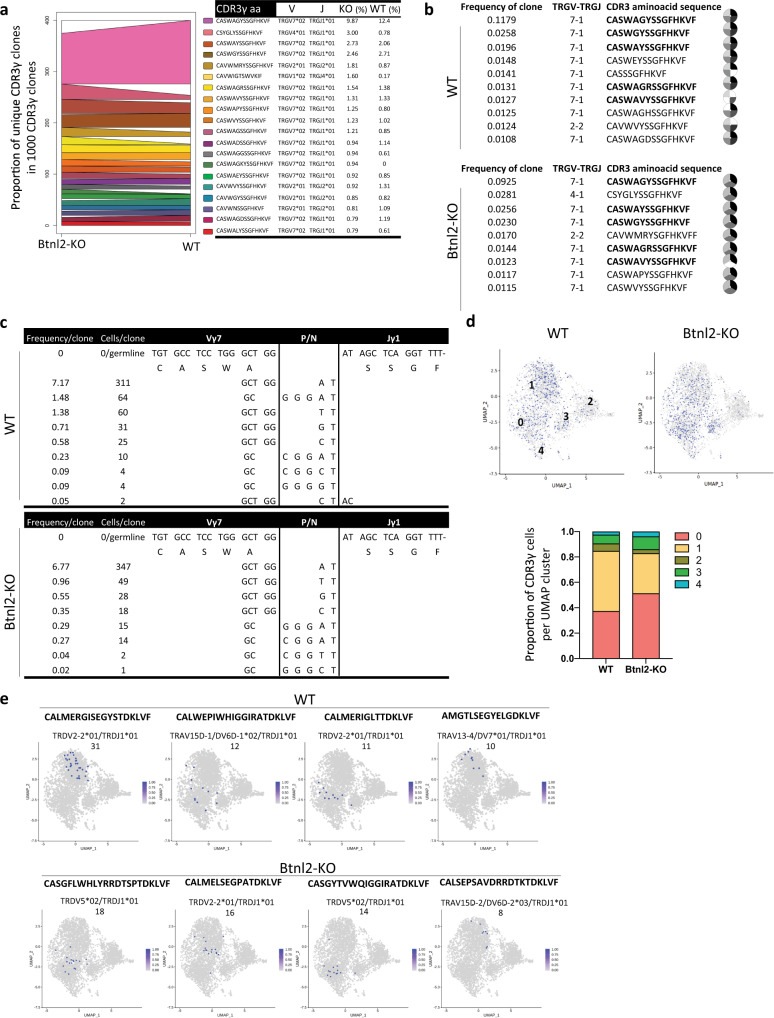
Ileal γδ IEL transcriptome of shared Btnl2-KO and WT CDR3γ clones is shaped by pairing with CDR3δ. Ileal γδ IELs from cohoused 11-week-old Btnl2-KO and WT littermates (pool of 8 mice, each) were single-cell sorted, and single-cell TCR sequencing and single-cell RNA sequencing were performed. **a** Top 20 TRG clones (CDR3γ aminoacid sequences listed in order on the right) from ileal Btnl2-KO γδ IELs, which are differentially enriched in ileal WT γδ IELs. **b** Top largest CDR3γ clones identified during scTCRseq can be found among individual ileal Btnl2-KO (*n* = 3) and ileal WT (*n* = 4) samples, in which TCR sequences have been reconstructed from bulk RNAseq. Shared clones are highlighted in bold. Each slice represents a different sample and white slices mark the absence of the CDR3γ clone from the individual sample. **c** Multiple Vγ7–J1 recombination events converge to the same top 1 CDR3γ aminoacid sequence (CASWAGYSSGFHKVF) in both ileal Btnl2-KO and ileal WT γδ IELs. **d** Distribution of top 1 CDR3γ chain (TRGV7*02/TRGJ1*01, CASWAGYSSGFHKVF; ~10% of total clones) shared by ileal Btnl2-KO and ileal WT γδ IELs among different UMAP clusters. **e** The pairing of top 1 CDR3γ (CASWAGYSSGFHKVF) with different CDR3δ sequences, listed above the UMAP plot, shapes the transcriptome of the γδ IELs. The number of clones per pair is denoted below the CDR3δ sequences.

We next reconstructed CDR3γ sequences using bulk RNA-seq data from each individual mouse. The most frequent ileal CDR3γ clones revealed by single-cell TCR sequencing data were also found in different individual mice, which suggested that the single-cell TCR repertoire was an accurate representation of individual *Btnl2-*KO and WT CDR3γ diversities (Fig. 6b). The top ileal *Btnl2-*KO CDR3γ clones also included *TRGV4*, *TRGV1,* and *TRGV7* genes, whereas ileal WT CDR3γ clones carried *TRGV7* almost exclusively (Fig. 6c). For the most frequent CDR3γ chain (Vγ7-J1, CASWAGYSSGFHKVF), ~70% of IELs carrying this CDR3γ amino acid sequences were translated from the same DNA sequence, which could result from clonal expansion of one progenitor or from recurrent independent recombinations that pair with distict Vδ sequences in each clone, while the remainder of the IELs derived from smaller clones with different DNA sequences (Fig. 6d). Similar convergent Vγ recombination has been observed for common human Vγ9^+^ clonotypes, where their abundance has been proposed to be preconfigured since birth^48^. Likewise, the most prevalent Vγ7^+^ chain stemmed from one major and several minor independent convergent recombination events. These findings highlighted the presence of public TRGV clonotypes of γδ IELs and suggested that the paired TRGV/TRDV repertoire diversity may be driven by the CDR3δ sequence.

### γδ IEL transcriptome of shared CDR3γ clones is shaped by pairing with CDR3δ

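Single-cell RNA-sequencing gave 6 libraries, 1 for each genotype in the duodenum, jejunum, and ileum, each made from pooled sorted γδ IELs. The paper gives 8 mice per genotype for all 3 segments and also describes pooling a part of each bulk sample, which by the 3 bulk libraries of 2 mice in duodenal and ileal Btnl2-KO would be fewer, so the number of mice behind each library is not settled. With 1 library per group there is no replicate, so no test was run, and the intervals given cover counting error only. The paper gives the mice as 11 weeks old and the sample labels as 8 to 10 weeks old. The authors processed the reads with Cell Ranger 2.2.0 on mm10 and deposited UMI counts, unnormalized, per gene and barcode. The tables hold 23994 barcodes, beside the 28,679 cells the paper gives for TCR sequencing of these γδ IELs. The paper's filters (at least 500 genes and at most 10% mitochondrial UMIs) leave 23569. From Btnl2-KO mice these were 3911 duodenal, 3779 jejunal, and 4647 ileal cells, with 20454994, 20433762, and 27933823 UMIs in total and medians of 4877, 5004, and 5468 UMIs per cell. From WT mice they were 3931, 3589, and 3712 cells, with totals of 21841574, 19043347, and 20536145 UMIs and medians of 5105, 4959, and 5041. The Btnl2 gene lies on chromosome 17 of GRCm38, the assembly of mm10, from 34354789 to 34369492. Cells from Btnl2-KO mice held 0 UMIs of Btnl2, and those from WT mice 2 in the duodenum, 3 in the jejunum, and 1 in the ileum. LacZ, which the targeting put into the Btnl2 gene, gave 16, 8, and 21 UMIs in the duodenal, jejunal, and ileal Btnl2-KO libraries and 0 in each WT library. Doublets were left in: Scrublet marked 52 cells (0.221%), too few for the caller to have worked. More UMIs of 12 epithelial genes than of Cd3d, Cd3e, and Cd3g were found in 47 barcodes.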

To further explore the relationship between TCR and γδ IEL transcriptome, we performed scRNA-seq on the same duodenal, jejunal, and ileal γδ IELs we have profiled for TCR sequencing. 

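Clustering of all 23569 cells on 2000 variable genes and 20 principal components, at the resolution nearest to the 9 clusters given in the paper, gave 8 clusters. At a resolution of 0.8 there were 14. Clusters 0, 1, and 2 of this clustering held 41.0%, 30.5%, and 23.5% of the cells. Cluster numbers are those of the rebuilt clustering and need not match the paper's. Cluster 0 took 47.8% (exact 95% binomial interval 46.2 to 49.4) of duodenal, 41.5% (39.9 to 43.1) of jejunal, and 37.5% (36.1 to 38.9) of ileal cells from Btnl2-KO mice. From WT mice it took 43.4% (41.9 to 45.0), 42.7% (41.0 to 44.3), and 33.3% (31.8 to 34.8). Genes that define the clusters can themselves differ between segments, so these shares describe the libraries and are not counts of fixed cell types. The overlap of 2 libraries, the sum over clusters of the smaller of their shares, was lowest between duodenum and ileum in both genotypes. It was 0.891 (counting interval 0.870 to 0.910) in Btnl2-KO and 0.896 (0.874 to 0.916) in WT mice. However, the Btnl2-KO interval meets that of duodenum and jejunum, and the WT interval meets that of jejunum and ileum. Duodenum and jejunum overlapped by 0.933 (0.908 to 0.949) and 0.988 (0.963 to 0.991), and jejunum and ileum by 0.951 (0.929 to 0.969) and 0.906 (0.882 to 0.925). A second measure placed each jejunal library between the duodenal (0) and ileal (1) library of its genotype, over genes of at least 50 summed CPM that differed 1.5-fold between duodenum and ileum in the other genotype. The median position was 0.501 (counting interval 0.449 to 0.535) over 50 genes in Btnl2-KO and 0.511 (0.470 to 0.545) over 65 genes in WT mice, and 42 genes lay between the 2 ends in each. The position moved most when genes had to differ 2-fold, to 0.245 in Btnl2-KO and 0.674 in WT mice.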

We identified nine clusters in each sample (Supplementary Figure 8a) and the transcriptome of single γδ IELs in clusters 0, 1, and 3 clearly differentiated between duodenal and ileal origin with jejunal γδ IELs exhibiting intermediate transcriptome profiles (Supplementary Figure 8a, b).

Using the top 20 markers detected in each single cell cluster, in conjunction with molecular signatures described in recent scRNA-seq and bulk RNAseq reports^5,49^, we propose γδ IEL attributes, such as differentiation stage, maturation, and effector profile, to distinguish among γδ IEL clusters (Supplementary Figure 8c). In line with previous observations^50^, clusters 0 and 1 contain mature and highly cytolytic IELs, clusters 2 and 3 include immature IELs, whereas cluster 4 consists of newly activated IELs undergoing transcriptional changes such as antigen-mediated differentiation (Supplementary Figure 8c). 

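In the rebuilt clustering, cluster 0 (9654 cells) carried the name cytolytic-like, because Gzma, Gzmb, Prf1, Fasl, and Ccl5, of the cytolytic markers fixed in advance, were at least 1.5-fold higher in it than in the other cells. Its leading genes by fold were Spp1, Fcgr3, and Tyrobp. Prf1 passed the same minimum in cluster 1 and Fasl in cluster 3, so these markers are not limited to cluster 0. Cluster 1 (leading genes Scin, Gzmk, and Il7r) and cluster 2 (Tgm2, Batf3, Tcf7, and Id3) had too few of the fixed markers and stayed unnamed, as did cluster 3 (Nr4a1, Egr2, and Egr3), which held 2.07% of the cells. Cluster 4 (1.01% of the cells) was proliferating-like. Its median was 12804 UMIs per cell, and doublets among its cells were not excluded. The 85 barcodes of cluster 7 had Defa24, Lyz1, and Itln1 among their leading genes. All 6 epithelial markers, 5 Paneth cell markers, and 5 proliferation markers passed the minimum in them, and because the Paneth cell markers and not the epithelial ones were among the 10 leading genes, the naming rule left the cluster unnamed. From the leading markers of each cluster and published signatures, the paper proposes stages of differentiation and effector profiles for its own clusters.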

The remaining IELs were subdivided into smaller clusters with specialized effector profiles such as type I/III interferon responses in cluster 5 (*Isg15*, *Irf7*, *Stat1*) and subset-specific differentiation stage such as recently emigrated CD8β^+^ IEL progenitors in cluster 6 (*Klf2*, *Thy1*, *S1pr1*, *CD8b1*, *Sell*) (Supplementary Figure 8c)^6,7,50^. 

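Clusters named from the fixed markers held some of the genes listed here as follows. Since these genes helped to form the clusters, the values describe them and test nothing. The interferon-response-like cluster (number 6 in the rebuilt clustering) had 166 cells, or 0.704% of all. Isg15 reached 1673 CPM in it against 84.1 in the other cells and Irf7 707 against 80.1. The CD8b-progenitor-like cluster (number 5) had 227 cells, or 0.963%. Klf2 stood at 773 CPM in it and 2.66 in the other cells, Thy1 at 1216 and 211, S1pr1 at 266 and 1.15, and Cd8b1 at 411 and 21.5. Thy1 was also high in cluster 2, at 443 CPM. The paper numbers its own clusters of these kinds 5 and 6, respectively.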

With respect to *TRGV* distribution, *TRGV7* gene usage was dominant in clusters 0-4, while ileal *Btnl2*-KO γδ IELs had reduced frequencies of *TRGV7* and higher frequencies of *TRGV1* and *TRGV4* in cluster 1 compared to their WT counterparts (40.4% vs. 45.9%, 15.2% vs. 10.3%, and 13.1% vs. 9.5%, respectively; Supplementary Figure 8d).

We next examined the distribution of CDR3γ/δ pairings using the most common ileal CDR3γ, encompassing ~10% of total CDR3γ clones across different segments and genotypes (Vγ7-J1, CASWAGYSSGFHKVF). We found that the top CDR3γ chain was preferentially enriched in cluster 0 of ileal *Btnl2-*KO γδ IELs (51.3% vs. 37.2%), which is defined by the largest number of maturation and cytolytic molecules (Supplementary Figure 8c), and dominated cluster 1 in WT γδ IELs (47.4% vs 31.5%) (Fig. 6c). The pairing of the top γ chain bearing the same nucleotide sequence with distinct CDR3δ sequences shaped the transcriptome of the pairs, as they are preferentially associated with specific clusters (Fig. 6d).

Collectively, these RNA-seq and scTCR-seq observations indicate that *Btnl2* deficiency alters the transcriptome as well as the TRGV/TRDV repertoire of ileal γδ IELs, such that their antigenic specificities and antibacterial responses are changed. This report is the first to describe intestinal γδ IEL transcriptome and TCR repertoire diversity simultaneously at single-cell resolution, revealing a previously uncharacterized heterogeneity in duodenal, jejunal and ileal γδ IELs that may account for compartment-specific immune responses driven by tissue-specific expression of immune-modulatory molecules.

### *Btnl2-*KO mice exhibit more severe intestinal inflammation in chronic DSS-induced colitis

Since *BTNL2* SNPs have been associated with increased risk of UC and Crohn’s disease (CD)^31,51–53^, we assessed the impact of its deficiency on mucosal immune responses in the setting of DSS-induced epithelial injury^54,55^. Briefly, cohoused *Btnl2-*KO and WT littermates were subjected to DSS-induced colitis by administering DSS for 7 days followed by 8 days of water. While *Btnl2-*KO and WT mice exhibited comparable intestinal damage in the early phase of the disease (day 7), as demonstrated by comparable body weight loss and increased myeloperoxidase activity (MPO) levels, a biomarker of intestinal injury and neutrophilia^56^ (Fig. 7a, d), we observed that *Btnl2-*KO mice exhibited a significant delay in body weight recovery compared to WT littermates during the repair phase of colitis (Fig. 7a). The observed delay in recovery was accompanied by significantly shorter colons, increased granzyme A levels, greater histopathological damage, and MPO activity in the colon compared to WT littermates (Fig. 7b–d, f). Notably, DSS-treated *Btnl2*-KO mice had ~2-fold higher levels of pro-inflammatory cytokines such as IFNγ, IL-6, KC-GRO, TNFα, and IL-1β in the colon (Fig. 7e). In contrast, MPO activity, a pro-inflammatory cytokine, and granzyme A levels were not significantly altered in the ileum of DSS-treated *Btnl2-*KO mice compared to WT littermates (Supplementary Figure 9a–c). Corroborating these results, *Btnl2* transcripts were increased in the colon of DSS-treated WT mice, whereas the levels of other family members, such as *Btnl1* and *Btnl6*, were decreased with DSS treatment (Fig. 7g). *Btnl2* transcripts were unchanged in the ileum of DSS-treated suggesting that *Btnl2* expression in the colon may be induced as a feedback regulatory mechanism at the site of injury to attenuate DSS-triggered inflammation and facilitate the recovery process (Supplementary Figure 9d).

**Fig. 7:**
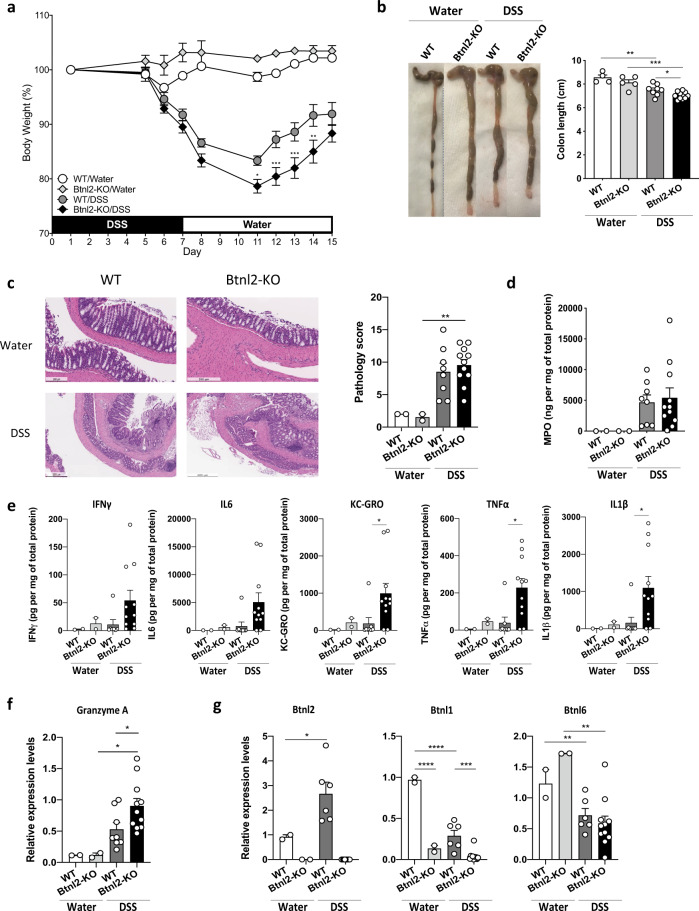
Btnl2-KO mice exhibit more severe intestinal inflammation in chronic DSS-induced colitis. Cohoused 15-week-old Btnl2-KO (*n* = 11) and WT (*n* = 8) littermates were subjected to 3% DSS-induced colitis for 7 days followed by water for 8 days. Control mice (*n* = 2–4) received water. **a** Body weight loss in cohoused Btnl2-KO and WT littermates calculated as the percent difference between the initial and actual body weight on the above days. Error bars represent mean ± SEM. Significance is measured using unpaired *t*-tests assuming similar SD, *p < 0.05, **p < 0.005, ***p < 0.0005, significantly different from DSS-treated WT mice. **b** Colon length of water- and DSS-treated Btnl2-KO and WT mice on day 15. **c** H&E histological sections and a pathological score of the colon from water- and DSS-treated Btnl2-KO and WT mice. Scale bars are 200 μm (WT/water), 250 μm (Btnl2-KO/water), 500 μm (WT/DSS and Btnl2-KO/DSS). **d** Myeloperoxidase (MPO) activity in colon homogenates of water- and DSS-treated Btnl2-KO and WT mice. **e** Levels of pro-inflammatory cytokines in colon homogenates of water and DSS-treated Btnl2-KO and WT mice. **f** Granzyme A mRNA levels in colon homogenates of water- and DSS-treated Btnl2-KO and WT mice, normalized to β2m. Error bars represent mean ± SEM. Significance is measured using unpaired t-tests assuming similar SD, *p < 0.05. **g** Btnl1/2/6 mRNA levels in the colon of water- and DSS-treated WT mice, normalized to β2m. Error bars represent mean ± SEM. Significance is measured using one-way ANOVA, *p < 0.05, **p < 0.005, ***p < 0.0005.

## Discussion

Emerging research places the Btn/Btnl family of molecules at the heart of γδ T cell development. Our studies shed light on Btnl2 as a regulator of ileal γδ IEL maintenance. Specifically, we propose that Btnl2 acts as a *coinhibitory* ligand to an unidentified receptor(s) on γδ IELs and regulates both proliferation and segment-specific effector profiles of ileal γδ IELs under homeostatic conditions.

Through our segment-focused approach, we found a temporal and spatial window during which Btnl2 exerted its functions on intestinal γδ IELs. ScTCRseq revealed that Vγ7^+^ IELs dominated the small intestine of 11-week-old *Btnl2-*KO and WT mice suggesting that their development was not affected. Although Btnl2 impacted γδ IEL proliferation preferentially in the ileum, its deficiency reverberated throughout distinct segments of the small intestine. Specifically, despite the ability of Btnl2 to suppress both duodenal and jejunal/ileal γδ IEL proliferation in vitro, this was confined in vivo only to ileal γδ IEL expansion. However, at the molecular level, *Btnl2* deficiency led to an altered Vγ usage among Vγ7^−^ IELs and similarly altered Vδ usage across all three segments of the small intestine suggesting overlapping as well as unique roles for Btnl2 across the distinct segments of the small intestine. This in turn was accompanied by dysregulated antibacterial module in ileal *Btnl2-*KO γδ IELs, which may be relevant for mucosal repair and clearance of segment-tropic pathogenic microbes^9^.

Consistent with a region-specific effect, duodenal *Btnl2-*KO CDR3γ and CDR3γ/δ clonal repertoires were not markedly different from those identified in cohoused WT littermates underscoring the ileum as the predominant site of Btnl2-mediated regulation at steady-state. Importantly, most abundant Vγ clones in the ileal compartment of individual *Btnl2-*KO mice included Vγ1^+^ and Vγ4^+^ clones, in contrast to Vγ7^+^ clones exclusively enriched in WT mice. *Btnl2* may be important for co-regulating ligands (i.e. Btnl1, Btnl6) of Vγ7^+^ TCRs during early adulthood. In support of this dynamic remodeling of the γδ TCRs, *Btnl2* deficiency led to different convergent recombination events, such that pairing of the most common Vγ7^+^ chain with distinct Vδ sequences defined the transcriptome profiles of ileal γδ IELs. Based on the previous studies^5,17^, one possibility is that site-specific metabolite levels and/or antigenic pressure led to multiple independent in situ recombination events, suggesting an adaptive behavior of γδ IELs towards local environmental antigens. Since ileal γδ IEL motility along the villi-crypt axis is strictly dependent on the presence of microbiota^14^, an impaired antibacterial profile could also be a consequence of improper localization or ineffective surveillance of ileal *Btnl2-*KO γδ IELs. Conversely, loss of epithelia-expressed Btnl2 could lead to alterations in the local microbiome, which would then drive reshaping of the TCR repertoire and antibacterial response module of ileal *Btnl2-*KO γδ IELs. Further studies are required to understand how the reshaped Vγ-Vδ repertoire alongside the defective antibacterial response module may affect the susceptibility of *Btnl2-*KO mice to small intestinal infectious agents.

An acute reliance on Btnl expression at a predefined time has been proposed for both murine Vγ7^+^ IEL development and human Vγ4^+^/Vδ1^+^ IEL maintenance^5,7^. Specifically, Btnl1 expression in adult *Btnl1*-KO mice could not rescue Vγ7^+^ development^7^, whereas mucosal repair and Btnl8 expression restoration following adherence to a gluten-free diet could not reconstitute Vγ4^+^/Vδ1^+^ IEL subsets in patients with celiac disease^5^. In light of these observations, it is tempting to speculate that Btnl molecules may regulate not only the selective expansion of tissue-specific Vγ chains in neonates but also their TCR specificities across distinct tissue compartments in young adults. As such, segment-biased γδ TCR specificities may be determined by the choice of dimerization partners among Btnl molecules and their nuanced spatial and temporal expression in the intestine. While Btnl1 and Btnl6 jointly affect Vγ7 selection and maturation, there is no known binding partner for Btnl2. In addition, no other Btnl molecules were induced in the intestine to compensate for the loss of Btnl2 suggesting that their expression patterns were not co-regulated, despite being encoded at the same locus. 

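In small intestine tissue (n = 7 per genotype), Btnl1 stood at 161 ± 43.2 CPM (SD) in Btnl2-KO and 123 ± 41.1 in WT mice, a log2 fold change of 0.39 (standard error 0.223, edgeR FDR 0.296). Btnl4 stood at 80.9 ± 13.9 and 52.4 ± 16.7 CPM, a log2 fold change of 0.63 (standard error 0.185, edgeR FDR 0.116). Btnl5, listed as Btnl5-ps in the reference, stood at 423 ± 66.0 and 261 ± 92.9 CPM, a log2 fold change of 0.70 (standard error 0.214, edgeR FDR 0.123), and Btnl6 at 323 ± 53.1 and 182 ± 68.7 CPM, a log2 fold change of 0.83 (standard error 0.229, edgeR FDR 0.113). DESeq2 gave FDRs of 0.0285, 0.0287, and 0.0171 for Btnl4, Btnl5, and Btnl6, so that these 3 were called higher by DESeq2, and Btnl4 and Btnl6 also by edgeR with the colon libraries in the same fit, but not by the main edgeR test or limma-voom. Among all 12 genes near Btnl2, adjusted over the list alone, 3 passed in edgeR and 4 in limma-voom. Reads of these related genes could have been split between them by the counting, so the single members are uncertain. In duodenal, jejunal, and ileal IECs, log2 fold changes were -0.06, 0.15, and -0.09 for Btnl4, -0.17, 0.11, and -0.46 for Btnl5, and -0.34, -0.10, and -0.37 for Btnl6. In colon tissue they were -0.18, -0.13, and -0.04, and Btnl1 fell by 3.14 on the log2 scale. Neither edgeR nor DESeq2 called Btnl4, Btnl5, or Btnl6 in IECs or colon. In small intestine tissue, the median of enterocyte genes was also higher in Btnl2-KO mice. A different make-up of the tissue pieces and an induction of these Btnl genes therefore cannot be told apart. The difference between tissues was not tested.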

Of the various family members, structurally, Btnl2 is unique in that it lacks the antigen-binding B30.2 domain shared by most of the Btn/Btnl superfamily members^57^, suggesting that the inhibitory effect of Btnl2 may depend on the signaling pathways triggered downstream of engagement of its putative receptor on γδ IELs. Btnl2 could either homodimerize or heterodimerize with other intestine-specific Btnls through IgC interactions independent of B30.2 domains^42,58^. As a heterodimer, Btnl2 interacting partner may contribute to the B30.2-driven activation of the heterodimer and binding to the putative receptor, whereby Btnl2 ligation would induce the downstream inhibition of proliferation. Btnl1, Btnl4, and Btnl6 can be candidate binding partners of Btnl2 due to their similar intestinal expression^7^. Hence, despite higher expression on duodenal IECs, Btnl2 may exert more profound inhibition on ileal γδ IELs due to increased regional expression of its binding partner on IECs and putative receptor on γδ IELs. As such, this region-specific interaction may be promoted by local soluble antigens like bacterial metabolites. Btnl2 could also function as a receptor antagonist prohibiting the binding of another Btnl heterodimer to γδ TCR and suppressing γδ IEL proliferation. Alternatively, as this suppression is only partial, Btnl2 may indirectly target certain Vγ TCR(s) or TCR specificities via regulating surface expression of Vγ ligands (i.e. Btnl6 for Vγ7 TCRs)^16,59^. Further studies are required to address whether Btnl2 can exert its inhibitory effects on γδ IELs across all intestinal compartments during segment-specific inflammation.

Previous studies showed that γδ T cell depletion induces greater colonic damage, reduced KGF secretion, increased IFNγ production by αβ T cells and decreased IEC proliferation during DSS-induced colitis, suggesting that γδ IELs can promote mucosal repair following epithelial injury^12,60^. Conversely, impaired IL-10 production by Tregs leads to uncontrolled γδ IEL proliferation and spontaneous colitis in *Pdk1*^*f/f*^*; CD4*^*cre*^ mice, supporting a proinflammatory role for γδ IELs in the colon^61^. *Btnl2* expression is upregulated in the distal colon during DSS-induced colitis and *Btnl2-*KO colitic mice exhibit a delay in recovery during the mucosal repair phase of the disease, potentially due to γδ IEL-dependent and -independent (i.e. Tregs, proinflammatory helper T cells) mechanisms to controlling the damage caused by epithelial injury. Interestingly, Btnl1 and Btnl6 transcripts were downregulated in *Btnl2-*KO colitic mice, confirming previous reports in which Btnl1/6 transcripts were shown to be significantly reduced in the distal colon of *Muc2*-KO mice and BTNL8 expression was diminished or lost in colonic and duodenal biopsies of patients with UC and celiac disease, respectively^5,32^. Hence, we speculate that IECs upregulate Btnl2 expression in response to environmental stress factors to limit the damage-induced expansion of γδ IELs and induce the release of antibacterial molecules. As such, our findings support the idea that close interaction between γδ IELs and epithelium-specific Btnl molecules throughout the small and large intestines drives their proliferation and function in homeostatic and inflammatory settings^14^.

In conclusion, we have unveiled a novel role for Btnl2 in regulating the expansion of ileal γδ IELs, sculpting of their Vγ and Vγ-Vδ TCR specificities and altering their antibacterial response module. Our scRNAseq and scTCRseq surveys revealed a highly dynamic γδ IEL compartment finely adapted to environmental cues of each segment of the small intestine during adulthood. Further studies are required to establish whether the timing and choice of intestinal Btnl heteromers drive the site-specific functions of γδ IELs in intestinal immune disorders. Taken together, these studies suggest that Btnl-mediated targeting of γδ IEL development and maintenance may help dissect their immunological functions in intestinal diseases with gut segment-specific manifestations.

## Materials and methods

### Mice

Eight- to twelve-week-old female C57BL/6 mice were obtained from Jackson Laboratory. *Btnl2-*KO mice on a C57BL/6 background were generated and maintained at Regeneron Pharmaceuticals Inc. using the VelociGene technology^62,63^. Briefly, a *LacZ* cassette was inserted in-frame with the start codon followed by a selection cassette that disrupted the transcription of the *Btnl2* gene resulting in a null allele. Heterozygous mice were interbred to produce homozygous KO and WT littermates. *Btnl2* expression pattern was confirmed by β-galactosidase staining and *Btnl2* targeted deletion was measured by quantitative RT-PCR and RNA sequencing of the small intestine. 

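By RNA-sequencing of small intestine tissue, Btnl2 averaged 1.43 ± 0.590 CPM (SD, n = 7) in Btnl2-KO and 56.2 ± 25.7 CPM (SD, n = 7) in WT mice. The log2 fold change was -5.29 (standard error 0.362, FDR 1.84e-06 in edgeR), and every Btnl2-KO library lay below every WT library. Over all 20 alternative settings, Btnl2 stayed called and its log2 fold change lay between -5.45 and -5.09. What the remaining Btnl2 counts in Btnl2-KO libraries come from was not tested.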

*Btnl2*-KO and WT female mice were used at 10-17 weeks of age for all the experiments except when otherwise indicated. Female littermates were cohoused after weaning for several weeks and assigned randomly to experimental groups in disease settings. All animals were maintained under pathogen-free conditions and experiments were performed according to protocols approved by the Institutional Animal Care and Use Committee at Regeneron Pharmaceuticals Inc.

### Isolation of intestinal epithelial cells (IECs), intraepithelial lymphocytes (IELs), and lamina propria lymphocytes (LPLs)

The small intestine was divided into three equal segments and lymphocyte isolation proceeded as described previously^64^. Briefly, to isolate IEC and IEL fractions, the small intestine was cut into 2 cm pieces and incubated in HBSS containing 5 mM EDTA, 10 mM HEPES and 2% fetal calf serum (FCS) twice for 15 min at 37 °C with shaking at 150 rpm. After vigorous vortexing, the intestinal pieces were washed over 100 μm cell strainer and centrifuged on a 40%/80% Percoll gradient (GE Healthcare) at 2500 rpm for 20 min at 20 °C. The top layer containing IECs was collected, washed, and resuspended in Trizol for RNA extraction. IEL fraction was collected from the interface, washed, and resuspended in Miltenyi MACS buffer. Following IEL isolation, LPLs were isolated from intestinal pieces by incubation in HBSS w/o Ca^2+^/Mg^2+^ supplemented with 50 U mL^−1^ Collagenase D (Roche), 0.25 mg mL^−1^ DNase I (Sigma-Aldrich), 50 U mL^−1^ Dispase (Corning), and 5% FCS for two rounds of 25 min at 37 °C with shaking at 150 rpm. Cells were centrifuged on a 40%/80% Percoll gradient (GE Healthcare) and LPLs were collected from the interface, washed, and resuspended in MACS buffer for immediate surface cell staining.

### Mesenteric lymph node and Peyer’s Patch immunophenotyping

Peyer’s Patches were collected from the whole small intestine, washed with ice-cold DPBS, and incubated with 50 U mL^−1^ Collagenase D (Roche), 0.25 mg mL^−1^ DNase I (Sigma-Aldrich), 50 U mL^−1^ Dispase (Corning), and 5% FCS for 25 min at 37 °C with shaking at 150 rpm. Mesenteric lymph nodes were minced in HBSS with Ca^2+^/Mg^2+^containing 15 U mL^−1^ Collagenase D (Roche) and 50 μg mL^−1^ DNase I (Sigma-Aldrich), and incubated for 20 min at 37 °C without shaking. Cells were resuspended in MACS buffer for immediate surface staining.

### Flow cytometry

Flow cytometry antibodies were purchased from Biolegend (US), BD Biosciences (US), TONBO Biosciences (US), eBioscience (US) and ThermoFischer (US). Dead cells were excluded using LIVE/DEAD fixable blue dead cell stain (Thermo Fischer Scientific, Cat#L23105). Fc receptors were blocked using purified anti-mouse CD16/32 (BD Pharmigen, Clone 2.4G2, Cat#553142) and 2% each of normal mouse serum (Jackson ImmunoResearch, Cat#015-000-120), rat serum (Jackson ImmunoResearch, Cat#012-000-120) and hamster serum (Jackson ImmunoResearch, Cat#007-000-120). The following antibodies were used for the staining according to manufacturer’s instructions: CD45-BV510 (Biolegend, Clone#30-F11, Cat#103138), CD8α-AF700 (Biolegend, Clone#53-6.7, Cat#100730), CD8β-PerCP/Cy5.5 (Biolegend, Clone#YTS156.7.7, Cat#126610), TCRβ-BV711 (Biolegend, Clone#H57-597, Cat#109243), TCRβ-APC/Cy7 (Biolegend, Clone#H57-597, Cat#109220), TCRγ/δ-PE/Cy7 (Biolegend, Clone#GL3, Cat#118124), CD11b-APC/Cy7 (Biolegend, Clone#M1/70, Cat#101226), CD11c-APC/Cy7 (Biolegend, Clone#N418, Cat#117324), CD11c-AF700 (Biolegend, Clone#N418, Cat#117320), CD11c-PE/Cy7 (Biolegend, Clone#N418, Cat#117318), Gr1-APC/Cy7 (Biolegend, Clone#RB6-8C5, Cat#108424), B220-APC/Cy7 (Biolegend, Clone#RA3-6B2, Cat#103224), B220-AF700 (Biolegend, Clone#RA3-6B2, Cat#103232), B220-BV650 (Biolegend, Clone#RA3-6B2, Cat#103241), NK1.1-APC/Cy7 (Biolegend, Clone#PK136, Cat#108724), MHCII-BV421 (Biolegend, Clone#M5/114.15.2, Cat#107632), Ly6C-PerCP/Cy5.5 (Biolegend, Clone#HK1.4, Cat#128012), CD64-PE (Biolegend, Clone#X54-5/7.1, Cat#139304), CD103-FITC (Biolegend, Clone#2E7, Cat#121420), CX3CR1-Biotin (Biolegend, Clone#SA011F11, Cat#149018), Streptavidin-PE/Dazzle 594 (Biolegend, Cat#405248), NKp46-PE/Dazzle594 (Biolegend, Clone#29A1.4, Cat#137630), CD4-PerCP/Cy5.5 (Biolegend, Clone#GK1.5, Cat#100434), CD4-VF450 (Tonbo Biosciences, Clone#GK1.5, Cat#75-0041-U100), c-KIT-PE-Cy7 (Biolegend, Clone#ACK2, Cat#135112), CD44-APC/Cy7 (Biolegend, Clone#IM7, Cat#103028), CD44-BV650 (Biolegend, Clone#IM7, Cat#103049), RORγt-APC (eBiosciences, Clone#AFKJS-9, Cat#17-6988-82), FoxP3-AF700 (eBioscience, Clone#FJK-16s, Cat#56-5773-82), FoxP3-eF450 (eBioscience, Clone#FJK-16s, Cat#48-5773-82), LegendScreen Mouse PE kit (Biolegend, Cat#700005). For intranuclear staining, cells were incubated with fixable viability dye and surface markers prior to fixation and permeabilization using the FoxP3/Transcription factor fixation and permeabilization kit (eBioscience) according to manufacturer’s instructions.

BrdU (Sigma-Aldrich) incorporation was assessed 3 days after continuous administration in drinking water dissolved at 0.8 mg mL^−1^ in 3% sucrose. Briefly, IELs were fixed with BD Cytofix/Cytoperm™ for 20 min at 20 °C, washed and incubated with 1x DPBS supplemented with Ca^2+^/Mg^2+^, 10% FCS, and 10% DMSO for 10 min at 20 °C. Cells were re-fixed with BD Cytofix/Cytoperm™ for 5 min at 20 °C, washed and incubated with 0.5 mg mL^−1^ DNAse I (Sigma-Aldrich) for 1 hr at 37 °C. Cells were stained with BrdU-AF647 (MoBU-1) (Thermo Fisher Scientific, Clone# MoBU-1, Cat#B35133) at 20 °C, washed, and resuspended for acquisition.

Flow cytometry was performed on the LSRFortessa X-20 instrument (BD Biosciences), data were analyzed using FlowJo software (BD Biosciences) and plotted using GraphPad Prism™ (GraphPad Software, Inc.). Representative gating strategies for flow cytometry are provided in Supplementary Figure 10.

### In vitro IEL proliferation assay

Total 96-well flat-bottom plates were coated overnight with 1 μg mL^−1^ purified anti-mouse CD3ε (Tonbo Biosciences, 145-2C11, Cat#70-0031-M001) and 60 pmoles of mouse Btnl2-Fc, PDL1-Fc or mFc (Adipogen Life Sciences) at 4 °C and washed twice with DPBS before adding IELs to the cultures. Freshly isolated IELs were labeled with CellTrace CFSE Cell Proliferation dye according to the manufacturer’s instructions (Thermo Fischer Scientific, Cat#C34554). CFSE-labeled IELs were plated at 200,000 cells per well in RPMI 1640 supplemented with 10% FCS, 1% Pen/Strep, 2% HEPES, 1% Glutamine, 1% nonessential amino acids, 1% sodium pyruvate, 0.1% β-mercapto-ethanol (Gibco), recombinant mouse IL-7 (10 ng mL^−1^, R&D), recombinant mouse IL-15 (10 ng mL^−1^, R&D) and recombinant human IL-2 (10 ng mL^−1^, Peprotech). Cells were incubated for 72–96 h at 37 °C in 5% CO_2_ prior to analysis.

### In vitro CD4^+^ T cell proliferation assay

Total 96-well flat-bottom plates were coated overnight with 1 μg mL^−1^ purified anti-mouse CD3ε (Tonbo Biosciences, 145-2C11, Cat#70-0031-M001), 1 μg mL^−1^ purified anti-mouse CD28 (Tonbo Biosciences, 37.51, Cat#70-0281-U500), and 60 pmoles of mouse Btnl2-Fc, PDL1-Fc, PDL2-Fc or mFc (Adipogen Life Sciences) at 4 °C and washed twice with DPBS before adding CD4^+^ T cells to the cultures. CD4^+^ T cells were enriched from pooled spleen and lymph nodes using mouse CD4 (L3T4) microbeads (Miltenyi Biotec) and labeled with CellTrace CFSE Cell Proliferation dye (Thermo Fischer Scientific, Cat#C34554). CFSE-labeled CD4^+^ T cells were plated at 80,000–100,000 cells per well in RPMI 1640 supplemented with 10% FCS, Pen/Strep, 2% HEPES, 1% Glutamine, 1% nonessential amino acids, 1% sodium pyruvate and 0.1% β-mercapto-ethanol (Gibco). Cells were incubated for 72 h at 37 °C in 5% CO_2_ prior to analysis.

### DSS-induced model of colitis

Fourteen-twenty-week-old cohoused female *Btnl2-*KO and WT mice with an average body weight greater than 23 g were given 3% DSS (Sigma-Aldrich) in drinking water for 6–7 days followed by distilled water for up to 10 days. Control group received only distilled water for the duration of the study. Mice were weighed and monitored daily for clinical signs of colitis (e.g. stool consistency, fecal blood). On day 15, mice were euthanized, and colon length was measured.

### Generation of colon and ileal homogenates and measurement of cytokines and myeloperoxidase (MPO) activity

Total 6 mm pieces of distal colon or terminal ileum were placed in T-per buffer (Thermo Fisher Scientific) containing 1× Halt Protease Inhibitor Cocktail (Thermo Fisher Scientific), 0.5 M EDTA solution (Thermo Fisher Scientific), and two 3 mm tungsten carbide beads (Qiagen). Tissues were disrupted in TissueLyser II (Qiagen) for 10 min at an oscillation frequency of 27.5 Hz. Generated tissue homogenates were centrifuged at 15000 rcf for 10 min at 4 °C and the supernatants were collected into deep 96-well plates. Protein assay dye (BioRad) was used to quantify total protein content using Bradford protein assay according to the manufacturer’s instructions. Cytokine concentrations were measured using V-PLEX Plus Proinflammatory Panel 1 mouse kit according to the manufacturer’s instructions (Meso Scale Diagnostics). Absorbance was measured on the Meso SECTOR S600 instrument (Meso Scale Diagnostics). Myeloperoxidase (MPO) activity was measured using a mouse MPO ELISA kit according to the manufacturer’s instructions (Hycult Biotech). Absorbance was measured on the SpectraMax i3x instrument (Molecular Devices). Data analysis was performed using GraphPad Prism™ (GraphPad Software, Inc.). Cytokine and MPO levels were normalized to total protein content.

### Histology

Total 3 cm pieces of duodenum, jejunum, ileum, and colon were prepared as swiss rolls, fixed in 10% buffered formalin, embedded in paraffin, sectioned at 5 μm and H&E stained. Histology was performed by HistoWiz Inc. (histowiz.com) using a Standard Operating Procedure and fully automated workflow. After staining, sections were dehydrated and film coverslipped using a TissueTek-Prisma and Coverslipper (Sakura). Whole slide scanning (40x) was performed on an Aperio AT2 (Leica Biosystems). Histopathological scoring was performed by an evaluator blinded to genotype, group assignment, and experimental outcome. The following features were evaluated for DSS-induced injury and scored based on previous published criteria:^65^ degree of inflammation in lamina propria, goblet cell loss, abnormal crypts, presence of crypt abscesses, mucosal erosion, and ulceration, submucosal spread to transmural involvement, number of neutrophils. Each parameter received a score from 0 to 4 with a maximum cumulative score of 17. Mucosal lesions in unchallenged mice were scored as described previously:^66^ 0, normal; 1, mild sloughing of epithelial cells; 2, moderate sloughing of epithelial cells; 3, severe mucosal edema; 4, extensive mucosal injury. Data analysis was performed using GraphPad Prism™.

### Quantitative PCR

RNA was isolated from IECs derived from duodenum, jejunum, ileum, and colon from cohoused unchallenged *Btnl2-*KO and WT mice. RNA was extracted from distal colon and terminal ileum from cohoused, water- and DSS-treated *Btnl2-*KO and WT mice. RNA was purified on Kingfisher flex (Thermo Fisher Scientific) using the MagMAX-96 for Microarrays Total RNA isolation kit (Thermo Fisher Scientific) with an additional DNAse I (Sigma-Aldrich) step added between the first and second washes. cDNA synthesis was performed using SuperScript® VILO™ Master mix (Thermo Fisher Scientific) according to the manufacturer’s instructions. qPCR was performed using MyTaq™ Mix (Bioline) and assay mix (Thermo Fisher Scientific or LGC BioSearch). Probes for each gene are listed in Table 1. qPCR was run on an ABI 7900HT Fast Real-Time PCR System with a 384-well block module and automation accessory (Thermo Fisher Scientific). Gene expression was normalized to β2 m and differences were determined using the 2ΔC(t) calculation.

**Table 1:** RT-PCR Probes for select genes.

Gene	Forward	Reverse	Probe
BTNL2	GGATTGCCCACGGTATAGTC	AGGACCGACCACTCTGAAG	TATCTGGCGTGGCTGCCTCCTT
BTNL1	GGTGCAGATGCCGGAATACAG	GCCACACTTCCCATGTCAATG	CAGGACCCAGATGGTGAGACAAGC
BTNL6	GAGGCCATCTTGGAACTGAA	CCACCGTCTTCTGGACCTTT	TGGCAGCAATGGGCTCTGTCC
b2m	GGGAAGCCGAACATACTGAACTG	CCCGTTCTTCAGCATTTGGATTTC	ACGTAACACAGTTCCACCCGCCT
Gzma	GGCGCTTTGATTGAAAAGAACTG	TGTTCTGGCTCCTTATTGATTGAG	TGACTGCTGCCCACTGTAACGTGG

### Single-cell RNA sequencing of γδ IELs

Following IEL isolation, cells were stained with LIVE/DEAD fixable blue dead cell stain as per the manufacturer’s instructions (Thermo Fisher Scientific, Cat#L23105). Fc receptors were blocked using purified anti-mouse CD16/32 (BD Pharmigen, Clone 2.4G2, Cat#553142) and 2% each of normal mouse serum (Jackson ImmunoResearch, Cat#015-000-120), rat serum (Jackson ImmunoResearch, Cat#012-000-120) and hamster serum (Jackson ImmunoResearch, Cat#007-000-120) and cells were stained using the following antibodies: CD45-BV510 (Biolegend, Clone#30-F11, Cat#103138), CD8α-AF700 (Biolegend, Clone#53-6.7, Cat#100730), CD8β-PerCP/Cy5.5 (Biolegend, Clone#YTS156.7.7, Cat#126610), TCRβ-BV711 (Biolegend, Clone#H57-597, Cat#109243), TCRγδ-PE/Cy7 (Biolegend, Clone#GL3, Cat#118124). Two mice were pooled per each sample. γδ IELs were sorted from each sample using MoFlo Astrios EQ (Beckman Coulter). Two-thirds of each sample were resuspended in RNA Lysis Buffer (Zymo Research) and processed for bulk RNA sequencing. One-third of each sample was pooled per segment of the small intestine per genotype, resuspended in PBS with 0.04% BSA, and loaded on a Chromium Single Cell Instrument (10X Genomics). RNAseq and V(D)J libraries were prepared using Chromium Single Cell 5’ Library, Gel Beads & Multiplex Kit (10X Genomics). After amplification, cDNA was divided into RNAseq and V(D)J library aliquots. To enrich the V(D)J library aliquot for γδ TCRs, cDNA was divided into two 10 ng aliquots and amplified in two rounds using internally designed primers. In particular, the following primers were used for the first round of amplification: MP147 for short R1 (ACACTCTTTCCCTACACGACGC), MP371 for mouse TRGC1-3 (/5Biosg/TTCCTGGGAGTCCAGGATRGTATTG), MP 372 for mouse TRGC4 (/5Biosg/CACCCTTATGACTTCAGGAAAGAACTTT), and MP369 for mouse TRDC (/5Biosg/TTCCACAATCTTCTTGGATGATCTGAG). For the second round of amplification, 20 ng aliquots from the first round were further amplified using MP147 for short R1 (ACACTCTTTCCCTACACGACGC), MP373 a nested R2 plus mouse TRGC(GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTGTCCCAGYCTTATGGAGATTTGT), and MP370 a nested R2 plus mouse TRDC (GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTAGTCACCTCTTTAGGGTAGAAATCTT). V(D)J libraries were prepared from 25 ng of each mTRGC and mTRDC amplified cDNA. Paired-end sequencing was performed on Illumina NextSeq500 for RNAseq libraries (Read 1 26 bp for a unique molecular identifier (UMI) and cell barcode, 8 bp i7 sample index, 0 bp i5, and Read 2 55 bp transcript read) and V(D)J libraries (Read 1 150 bp, 8 bp i7 sample index, 0 bp i5, and Read 2 150 bp read). For RNAseq libraries, Cell Ranger Single-Cell Software Suite (10X Genomics, v2.2.0) was used to perform sample de-multiplexing, alignment, filtering, and UMI counting. The mouse mm 10 genome assembly and RefSeq gene model for mouse were used for the alignment. For V(D)J libraries, Cell Ranger Single-Cell Software Suite (10X Genomics, v2.2.0) was used to perform sample de-multiplexing, de novo assembly of read pairs into contigs, align and annotate contigs against all the germline segment V(D)J reference sequences from IMGT, label and locate CDR3 regions, group clonotypes.

### Single-cell RNA sequencing data analysis

scRNAseq data were analyzed using Seurat R package^67^. Cells with fewer than 500 genes or more than 10% of mitochondrial RNA content were excluded during the quality control (QC) step. The remaining cells underwent dimension reduction by PCA on the highly variable genes. Data were further reduced to the 2D space on the first 20 PCs using uniform manifold approximation and projection (UMAP). Cell clusters were determined using a graph-based unbiased clustering approach implemented in Seurat. Positive markers defining each cluster were identified using the Wilcoxon rank-sum test. Six representative markers were selected for each cluster to visualize in heatmaps.

### Single-cell TCR sequencing data analysis

After V(D)J sequences were assembled and annotated, only productive γ and δ TCR sequences were kept. Two TCR diversity metrics (i.e. species richness and exponential of Shannon entropy) were estimated for each sample using iNEXT R package^47,68^. Species richness measured total unique clone numbers, whereas the Shannon index computed the uncertainty in predicting the identity of a sequence taken at random from the dataset. Both interpolated and extrapolated diversities were estimated, and a 95% confidence interval was based on 50 bootstraps. TCR repertoires were visualized using the Treemap R package (https://CRAN.R-project.org/package=treemap). Downstream TCR analysis such as V(D)J usage, shared TCR, and integration of TCR and RNA-seq was performed using customized R scripts (available upon request).

### Bulk RNA-sequencing and data analysis

cDNA was synthesized and amplified (16-cycle PCR) from 5 ng total RNA using SMARTer® Ultra® Low RNA Kit (Clontech). Nextera XT library prep kit (Illumina) was used to generate the final sequencing library (12 PCR cycles performed to amplify libraries) using 1 ng of cDNA as the input. The amplified libraries were size-selected at 400 to 600 bp. Sequencing was performed on Illumina HiSeq® 2500 (Illumina) by multiplexed paired-read run with 2 × 100 cycles. The sequencing reads were mapped to the customized mouse genome using ArrayStudio (OmicSoft). Sense-strand exon reads were used to quantify the gene expression level by RSEM algorithm implemented in ArrayStudio. Genes were flagged as detectable with a minimum of 10 reads. Differentially expressed gene analysis was performed using Deseq2^69^. Genes with fold change | > 1.5 | and FDR < 0.05 were considered significantly differentially expressed. The differentially expressed genes were subjected to pathway enrichment analysis using the Running Fish exact test in NextBio (www.nextbio.com). TCR hypervariable-region sequences were reconstructed using TRUST^70^.

### Statistics and reproducibility

Statistical significance (*p* values) within the groups was determined by using one of the following statistical tests: unpaired *t*-tests assuming similar SD; one-way ANOVA with Tukey’s multiple comparison post-test; or ordinary two-way ANOVA with Sidak’s multiple comparison post-test, *p < 0.05, **p < 0.005, ***p < 0.0005. *P* values of < 0.05 were considered significant. Statistical analyses were performed with Graphpad Prism 8. Samples were defined as biological replicates and no technical replicates were used to generate graphs. Each experiment was repeated at least three times, sample sizes and numbers and the statistical test used were indicated in each figure legend.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The single-cell RNA-seq, TCR seq, and bulk RNA-seq data have been deposited to Gene Expression Omnibus under accession number (GSE178273). Source data can be found in Supplementary Data 1.

# Supplementary material for: Butyrophilin-like 2 regulates site-specific adaptations of intestinal γδ intraepithelial lymphocytes
**Source:** Commun Biol. 2021 Jul 26;4:913. doi: 10.1038/s42003-021-02438-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** This document contains the source data for the graphs and charts from both main figures and supplementary figures. All information is contained within one excel file, with each tab representing a different figure.

How the deposited data were processed for this re-analysis (not part of the article)

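Gene expression was measured by bulk RNA-sequencing in 65 libraries of Btnl2-KO and WT mice and by single-cell RNA-sequencing in 6. The bulk libraries came from γδ IELs (22 libraries) and IECs (16 libraries) of the duodenum, jejunum, and ileum, and from whole small intestine and colon tissue (27 libraries). Each library was given its genotype, tissue, and segment from the sample labels, and 1 column of the γδ IEL table, whose library number belongs to no sample used here, was left out. Where the paper and the labels differ in the age of the mice, both are given.

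The authors made the bulk values by mapping reads with ArrayStudio to a customized mouse genome, whose build is not named, and by estimating with RSEM the reads on the sense strand of exons. What they deposited are expected counts, neither normalized nor rounded. In the γδ IEL, IEC, and tissue tables, 5.00, 14.9, and 17.2% of the values were not whole numbers. The paper names the SMARTer Ultra Low and Nextera XT kits for bulk sequencing and the labels another kit, and which libraries were made with which is not settled. For the single cells, the authors ran Cell Ranger 2.2.0 on mm10 and deposited UMI counts per gene and barcode, without normalization.

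From there, expected counts were rounded to whole numbers. Of 24475 gene identifiers, 24375 matched a symbol and 100 (0.409% of the identifiers) did not, and these were kept in tests and library sizes. Nearly all of their counts belong to 1 identifier, ID100861531. Before libraries were averaged, the replicates of each group were compared pairwise by a chi-square test over genes (30 pairs of γδ IEL, 14 of IEC, and 78 of tissue libraries), and every pair differed by more than sampling noise, with a chi-square per degree of freedom of at least 15.9, 41.6, and 5.64. Over all groups, total counts ranged from 13444958 to 30029485 per γδ IEL library (median 18277200), 15397757 to 38258472 per IEC library (median 24702000), and 13619309 to 21708721 per tissue library (median 16890400). At these depths a gene with under 10 counts in a library has a large counting error and was not tested unless enough libraries exceeded that minimum.

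In 8 comparisons of Btnl2-KO with WT libraries, genes with at least 10 counts in as many libraries as the smaller group held were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization), fitted to the 2 groups compared. Calls needed a Benjamini-Hochberg FDR below 0.05 and a fold change above 1.5. Standard errors of log2 fold changes were taken from the fold change and the F statistic. Interactions between genotype and segment were fitted over all γδ IEL libraries. Gene lists were tested with camera (preset correlation 0.01) and fry in limma 3.58.1, on log2 CPM with a prior count of 2. Lists were fixed before the data were examined, as were the samples, the tests, the thresholds, and most alternatives; the alternatives and tests chosen later are named in the closing section. The lists hold 12 pan-epithelial genes, 11 enterocyte, 7 goblet cell, 4 Paneth cell genes other than α-defensins, 12 genes of γδ IEL identity (Trdc is absent from the tables), 5 B cell, 5 myeloid, 5 αβ T cell, 33 interferon-induced, 10 cytokine, and 25 IEC differentiation genes, 12 genes near Btnl2, the 20 genes the paper names for ileal γδ IELs, and all α-defensin genes of the tables. Cdh17 is in both the pan-epithelial and the differentiation list, Lyz1 in the Paneth cell and the differentiation list, and Ifi27l2b in the interferon-induced list and among the paper's 20 genes. The genes named in the text are those the paper names for a comparison, Btnl2 in every comparison, members of the fixed lists, and up to 5 genes in each direction with the largest log2 fold change among those past both thresholds whose Btnl2-KO libraries all lie on one side of the WT libraries; genes named for other reasons are said to have been named after their values were seen.

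Alternatives were DESeq2 1.42.0 (Wald test with independent filtering), size factors by relative log expression, no filter on low counts, edgeR's filterByExpr, all libraries of a table in one fit, limma-voom with sample quality weights, no minimum on the fold change, each library left out in turn, the mean log2 CPM of the pan-epithelial list as a covariate for γδ IELs, and the 2 jejunal IEC libraries of Btnl2-KO mice that the paper plots. Groups of at least 3 libraries were also split in all other ways, or in 100 drawn ways where there are more, to count how often as many genes were called; the interactions were regrouped 50 times. Single values were compared with exact permutation tests. Values per library are log2(CPM + 1) where a log scale is named.

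Single cells were kept with at least 500 genes and at most 10% mitochondrial UMIs. Clusters were made with scanpy 1.11.5 and igraph 0.11.9 from 2000 variable genes, 20 principal components, and 20 neighbours, at the resolution whose number of clusters was nearest to 9. A cluster was named only from markers fixed in advance, when at least 3 markers of a type were at least 1.5-fold higher in it than in the other cells, no other type had as many, and no other type had more markers among the cluster's 10 leading genes. Values per cluster or library are summed UMIs scaled to the total (CPM). Intervals are at 95%, exact binomial for shares and exact Poisson for sums, from 1000 multinomial draws for overlaps, and from 200 Poisson draws for positions; all cover counting error only, in 1 library per group. Doublets were sought with Scrublet. A barcode was called of epithelial type when it held more UMIs of the pan-epithelial genes than of Cd3d, Cd3e, and Cd3g.

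The positions of IEC libraries between duodenum and ileum used genes of at least 50 CPM that differed 8-fold between WT duodenal and WT ileal libraries, with the library itself left out. Each test was tried on simulated data in which 200 genes were changed 4-fold. For ileal γδ IELs, edgeR recovered 158 of them with 10 false calls, DESeq2 170 with 35, and limma-voom 152 with 8. The simulated counts of each gene were drawn independently, without shifts shared by many genes. In the real ileal libraries, edgeR called 0 of the paper's 20 genes at a median log2 fold change of -2.05. The simulated recovery therefore does not give edgeR's power in those libraries, where its 0 calls leave changes of that size open. Recovery by edgeR was highest in small intestine tissue (195, with 3 false calls) and lowest in duodenal IECs (123, with 12), followed by the interactions of the ileum with the duodenum (124, with 4) and the jejunum (128, with 2) and by jejunal γδ IELs (136, with 5), so that a count of 0 genes there leaves changes of that size open. DESeq2 made the most false calls, up to 65 in ileal IECs. Simulated single cells of 4 kinds came back as 4 clusters. Coordinates are given for Btnl2 alone, from GRCm38.p6, and only for the single-cell libraries, because the build behind the bulk tables is not named. Gene ontology enrichment, TCR sequences, and flow cytometry were not analysed here. Results for some genes the paper names are not reported here. Other tools were R 4.3.3, Python 3.11.15, SciPy 1.17.1, NumPy 2.4.6, and pandas 2.3.3.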

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

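The tests of the other splits with DESeq2 and limma-voom and over genes at an unadjusted p below 0.05, the interaction splits and covariates, the relation of ID807225 to Btnl2, and those on colon Btnl1 were chosen only after the result was seen; the tests of epithelial carry-over, of transcription by γδ IELs, and of the splits with edgeR were set earlier.

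By limma's camera alone, the effect of Btnl2 deficiency on the α-defensin list differed between the segments of bulk γδ IELs. The median interaction was -2.23 on the log2 scale (standard error 1.40) for ileum against duodenum. For ileum against jejunum it was -2.67 (standard error 1.35). Camera's preset correlation of 0.01 may be too low for near-identical gene copies. limma's fry did not separate either (p = 0.259 and 0.352), and no exact test of the interaction was run. A difference between segments is therefore not established. The ileal difference behind the interaction went along with lower transcripts of other epithelial cells. In ileal Btnl2-KO libraries the pan-epithelial list had a median log2 fold change of -1.40, goblet cell genes -1.55 (7 of 7 lower), and Paneth cell genes other than α-defensins -1.73 (4 of 4 lower). Genes of γδ IEL identity were at 0.35 (0 of 11 lower), B cell genes at 0.38, myeloid genes at -0.07, and αβ T cell genes at -0.18. Krt8 fell by 1.67, Lyz1 by 1.88, and Epcam by 1.27 on the log2 scale. The tables argue against γδ IELs as the main source of the α-defensin reads: in single cells not of epithelial type, the highest of the 6 libraries held 33.0 CPM of α-defensins, against 15557 CPM in the lowest bulk ileal library, a ratio of 472, though the kits differ and the single-cell tables list fewer α-defensin genes. RNA or cells of the epithelium carried over into the sorted libraries may therefore lie behind the pattern. This stays a hypothesis. The enterocyte list, at -0.29 with 6 of 10 lower, does not decide, because its members go both ways, so that a contribution of enterocytes and an effect limited to crypt cells cannot be told apart. With the pan-epithelial covariate, the interaction with the duodenum moved from -2.23 to 0.14, whereas with the jejunum it stayed at -0.99 with a standard error of 0.997, and there carry-over and another effect cannot be told apart. Within the ileum the covariate left the α-defensin list at -1.35, with 14 of 24 genes at an unadjusted p below 0.05 and 0 when adjusted over the list alone, so whether a general epithelial share accounts for all of it stays open too. A larger share of Paneth cell RNA in WT libraries, or fewer Paneth cells shed into the preparation in Btnl2-KO mice, stays open, as does a biological difference between segments. No gene passed in either interaction by edgeR (765 and 1928 at an unadjusted p below 0.05; DESeq2 2 and 1, limma-voom 0 and 2994), which 50 of 50 regroupings must reach for the duodenum, and 50 of 50 for the jejunum, so these counts decide nothing. As many genes at an unadjusted p below 0.05 were reached in 11 of 50 regroupings for the duodenum and 13 of 50 for the jejunum, so chance is not excluded. Without the jejunal Btnl2-KO library 1105592, the fry p for the jejunum was 0.00731.

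The calls in ileal γδ IELs cannot be separated from chance by other splits of the same 7 libraries. By edgeR 0 genes were called, which 35 of 35 splits must reach, so that count decides nothing, and as many genes at an unadjusted p below 0.05 (1108) were reached in 7 of 35 splits. DESeq2's 227 genes were reached in 4 of 35 splits and limma-voom's 1207 in 9 of 35, with up to 1221 and 2545 genes in other splits. In the duodenum 5 of 35 splits gave as many genes as the labels, and in the jejunum 1 of 35, so that chance is an unlikely source of the 1 jejunal gene, Btnl2. For jejunal IECs 10 of 10 splits reached the 0 genes called, which decides nothing, and 3 libraries against 3 could not give a share under 1 in 10.

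Small intestine tissue gave 2 signals in genes the paper does not discuss, both from identifiers without a name in the reference. ID807225 had a log2 fold change of 10.57 (22.9 ± 7.90 CPM in Btnl2-KO and 0.00765 ± 0.0202 in WT mice, SD, n = 7 each), and ID807237 of 8.34 (2.38 ± 0.960 CPM against 0 in every WT library; the fitted value depends on the prior count). Among splits of these libraries, 3 of 100 gave as many calls by edgeR. The level of ID807225 in Btnl2-KO groups went with that of Btnl2 in the matching WT groups over 8 groups (Spearman's rho 0.952, exact permutation p = 0.00114; Pearson's r 0.956, exact permutation p = 0.000794; r 0.942 without the 2 groups farthest from the median), 1 relation having been computed, and the groups fall by tissue and share mice in part. A candidate explanation is that ID807225 is sequence of the targeted Btnl2 allele in the customized genome, transcribed where Btnl2 is. The identifier could not be matched to a sequence here, and a passenger difference linked to Btnl2 is open.

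Colon tissue, whose RNA-sequencing the paper does not report on, gave 2 lower and 2 higher genes by edgeR (616 at an unadjusted p below 0.05). DESeq2 called 5 and 4, and limma-voom 5 and 2. By edgeR, 2 of 100 splits gave as many calls, with up to 35 in other splits. Chance is therefore an unlikely source of this number, but it includes Btnl2, the targeted gene. As many genes at an unadjusted p below 0.05 were reached in 36 of 100 splits, so chance is not excluded for those. Besides Btnl2, at -6.61, the genes called by edgeR were Btnl1 at -3.14 (3.06 ± 1.99 CPM in Btnl2-KO, SD, n = 7, and 27.6 ± 9.39 in WT mice, SD, n = 6), 4930463O16Rik at 3.91 (13.2 ± 7.85 and 0.882 ± 0.292 CPM), and Igf2bp3 at 1.72 (39.8 ± 21.0 and 12.1 ± 2.09 CPM). In each, the groups did not overlap. Igf2bp3 lost its call without any 1 of 8 libraries (Btnl2-KO 964927 and 964929, and WT 964932, 964933, 964934, 964935, 964936, and 964937), at log2 fold changes from 1.40 to 1.78 over all left-out libraries. For Btnl1, a smaller share of epithelium in the Btnl2-KO pieces is argued against by the pan-epithelial list, which moved by 0.0782 (1 of 12 lower), and a general loss of the genes near Btnl2 by the median of the other 11, -0.18, of which none was called. An effect of the targeted allele on Btnl1 alone stays open, as do reads shared between related Btnl genes. For 4930463O16Rik and Igf2bp3 no explanation was tested.

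Single libraries stood far from the rest of their group in 26 of 257 groups tested, where chance gives about 1 in 20. Values here are log2(CPM + 1), or for lists the mean of these. In small intestine tissue of Btnl2-KO mice, library 964941 was lowest for H2-Aa (8.56), H2-Ab1 (8.33), H2-Eb1 (8.04), and Tap1 (5.61), against at least 9.46, 9.33, 8.81, and 6.82 in the other 6 libraries. Library 964939 was highest for Gata4 (6.56, others at most 1.42) and the enterocyte list (10.57, others at most 8.37) and lowest for Tgfbr2 (6.35), and library 964945 was highest for the α-defensin list (8.64, others at most 8.31). Among WT libraries of the small intestine, 964946 was lowest for Fzd5 (6.99), Lgr5 (3.92), Notch1 (5.04), and Tgfbr2 (6.49), 964952 was lowest for Ptk6 (3.37), 964949 was highest for the B cell list (5.99, others at most 4.44), and 964951 held 1 count of ID807225 (0.0752, others 0). In colon tissue of Btnl2-KO mice, 964926 was highest for 4930463O16Rik (4.98), Igf2bp3 (6.46), and the α-defensin list (1.43), 964931 was highest for the goblet cell list (12.05), and 964925 had the highest total count (21321200 after rounding) and 1 count of Btnl2 (0.0649, others 0). In γδ IELs, the duodenal WT library 1105582 was highest for the αβ T cell list (2.01), the jejunal Btnl2-KO library 1105594 held 1 count of Btnl2 (0.0640, others 0), the jejunal Btnl2-KO library 1105593 was highest for Fabp6 (5.19, others at most 0.74), the ileal WT library 1105587 was lowest for Cth (4.20, others at least 5.80), and the ileal WT library 1105590 was highest for the B cell list (3.67). For library 964939, the score of ileal minus duodenal genes was 2.5, against 4.87 to 5.84 in the other Btnl2-KO libraries. A piece from nearer the duodenum may therefore lie behind its values, which stays a hypothesis, since the WT library 964950 was also low, at 2.96. No technical or biological explanation was tested for the other single libraries, and those at 1 count lie at the limit of detection.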

How the results depend on the processing

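The fits of DESeq2 with all libraries of a table, with the epithelial covariate, and without single libraries, and the single-cell runs without epithelial-type barcodes, were chosen only after the result was seen.

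No paired analysis was possible because library numbers are unique and nothing links a Btnl2-KO to a WT library. T cell receptor variable genes could not be left out of the clustering, since the tables list none.

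In ileal γδ IELs, edgeR called 0 lower and 0 higher genes under its other size factors, filters, and the epithelial covariate as well. DESeq2 called 225 lower and 2 higher genes, limma-voom 816 and 391, and edgeR with all libraries in one fit 1 and 1. DESeq2 called 9 and 2 with all libraries in one fit, and 4 and 3 with the covariate, so that its number is not stable under these choices. Without single libraries, edgeR's lower genes ranged from 0 to 60 (60 without the WT library 1105587) and its higher genes stayed at 0. DESeq2's lower genes were 61, 138, 672, 637, 38, 70, and 114 without 1105583, 1105585, 1105586, 1105587, 1105588, 1105589, and 1105590, respectively, and its higher genes 3, 10, 14, 27, 0, 1, and 3. Between tools the cause was not tested. In the duodenum, edgeR's 1 lower gene became 3 with DESeq2, 2 with DESeq2 over all libraries, and 9 with DESeq2 and the covariate, and its 0 higher genes became 2, 1, and 2. Left-out libraries gave 0 to 2 lower and 0 to 1 higher genes: 0 without 1105576 and 1105578, and 2 lower and 1 higher without 1105580. In the jejunum, the 1 lower gene became 0 with limma-voom and 4 with DESeq2 and the covariate. The 0 higher genes became 1 with DESeq2, 1 with all libraries in one fit, 1 with limma-voom, 2 with DESeq2 over all libraries, and 5 with DESeq2 and the covariate. Each of the 8 left-out libraries gave 0 lower and 0 higher genes, with fewer samples in the test.

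In IECs, the duodenal 0 higher genes became 1 without a filter on low counts and 1 with limma-voom, and left-out libraries gave 0 to 3 lower and 0 to 15 higher genes (3 and 15 without 1003464, which leaves 1 Btnl2-KO library that is assumed to vary like the WT libraries). The jejunal 0 lower genes became 1 with limma-voom and 1 over the paper's 2 Btnl2-KO libraries, and the 0 higher genes became 1 with DESeq2; left-out libraries gave 0 to 1 lower genes (1 without 1003474 or 1003480) and 0 higher. The ileal 1 lower gene became 2 with DESeq2 and 0 with all IEC libraries in one fit, and the 0 higher genes became 1 with DESeq2 and 1 with limma-voom. Left-out libraries gave 0 to 2 lower and 0 to 1 higher genes: 0 without 1003488, 2 and 1 without 1003491, and 1 and 1 without 1003481. Without 1003488 or 1003491, the lone WT library left is assumed to vary like the Btnl2-KO libraries, so these 2 values say little about the WT libraries. The cause was not tested.

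In small intestine tissue, the 1 lower and 2 higher genes became 20 and 164 with DESeq2, 38 and 177 with the colon libraries in the same fit, and 13 and 38 with limma-voom. Left-out libraries gave 1 to 3 lower and 2 to 5 higher genes: 3 and 3 without 964946, 1 and 4 without 964947, 2 and 5 without 964949, and 2 and 2 without 964943. With no minimum on the fold change, DESeq2 called 245 and 644, the joint fit 197 and 635, and limma-voom 58 and 95. Of the 25 IEC differentiation genes in this tissue, 0 passed by edgeR, 2 by DESeq2, 3 in the joint fit, and 1 by limma-voom, and 0 to 0 with libraries left out. In the colon, the 2 lower genes became 5 with DESeq2, 4 with all tissue libraries in one fit, and 5 with limma-voom, and the 2 higher genes 4 with DESeq2. Left-out libraries gave 2 to 3 lower and 1 to 2 higher genes, the 1 being reached without 964927, 964929, 964932, 964933, 964934, 964935, 964936, or 964937. The cause was not tested.

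Between ileum and duodenum, the 0 genes with a different effect became 2 with DESeq2, and between ileum and jejunum 1 with DESeq2 and 2994 with limma-voom; left-out libraries gave 0 to 0 in both. The α-defensin list's difference of -2.23 from the duodenum reversed to 0.14 with the epithelial covariate, and was no longer past the threshold with fry in place of camera (-2.23); the difference from the jejunum, -2.67, was also no longer past it with fry (-2.67). With libraries left out the values ranged from -2.78 to -1.60 and from -3.39 to -2.19. Within the ileum the α-defensin list stayed between -1.92 and -1.24. The interferon-induced list, at 0.13, reversed to -0.23 with the epithelial covariate, to -0.24 with DESeq2 and the covariate, and to -0.0289 without 1105585, and lay between -0.0289 and 0.23 with libraries left out; none of its edgeR values was past the threshold in camera. The cause was not tested.

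Among the genes named, Btnl2 was lower in every setting. It lost its call in γδ IELs of the duodenum in 2 of 16 settings (without 1105576 or 1105578; log2 fold change -9.87 to -9.57 over left-out libraries) and of the jejunum in 9 of 17 (limma-voom, and without each of the 8 libraries; -10.11 to -8.04), and in ileal IECs in 2 of 11 (-6.02 to -5.77 over left-out libraries). In γδ IELs of the ileum it gained a call in 6 of 16 settings, and in jejunal IECs in 3 of 13. The 20 genes the paper names for ileal γδ IELs were lower in every setting and were called in 1 to 4 of 16. Over all settings, 556 values of named genes stayed on their side of the threshold, 57 gained and 21 lost a call, and none reversed.

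For single cells, a mitochondrial maximum of 5% left 3313, 3183, and 4060 cells of the duodenum, jejunum, and ileum from Btnl2-KO mice and 3437, 3129, and 3335 from WT mice. The jejunal position moved to 0.588 in Btnl2-KO and 0.566 in WT mice at 200 summed CPM, and to 0.245 and 0.674 at 2-fold. At a resolution of 0.8, which makes more clusters, overlaps in Btnl2-KO mice moved to 0.779 (duodenum and ileum), 0.834 (duodenum and jejunum), and 0.909 (jejunum and ileum). In WT mice they moved to 0.783 (duodenum and ileum) and 0.851 (duodenum and jejunum), against 0.887 for jejunum and ileum, so that whether the WT jejunum lies nearer to the duodenum, as at the main resolution, or to the ileum depends on the resolution. The overlaps moved between genotypes to 0.917 in the duodenum and 0.913 in the jejunum. At 5% mitochondrial UMIs, they moved to 0.924 (jejunum and ileum, Btnl2-KO), 0.868 (duodenum and ileum, WT), and 0.960 (duodenum and jejunum, WT). Otherwise the cause was not tested.

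Depth limits low genes most. Btnl2 in ileal γδ IELs rests on 37 to 53 counts in WT libraries and at most 2 in Btnl2-KO libraries.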

Differences from the paper's values

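No test in this part was chosen only after the result was seen.

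The paper's text gives over 200 genes as significantly lower in ileal Btnl2-KO γδ IELs, and its volcano plot gives about 220 in Fig. 4a, read by eye. edgeR, the test set before the data were examined, called 0 (1108 of 12604 genes at an unadjusted p below 0.05). Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, called 225 and falls within the range of the paper's values. The others do not: 0 with other size factors, without a filter, with filterByExpr, with the epithelial covariate, and with no minimum on the fold change, 1 with all libraries in one fit, 816 with limma-voom, 0 with each library but 1105587 left out, and 60 without 1105587. All 20 genes the paper names were called by DESeq2.

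For genes significantly higher in ileal Btnl2-KO γδ IELs, the paper shows about 1 in Fig. 4a, read by eye, and edgeR called 0. The fit with all libraries called 1 and matches. DESeq2 called 2 and limma-voom 391, and every other alternative set before the data were examined called 0.

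Interferon-induced molecules are named by the paper among the genes significantly lower in ileal Btnl2-KO γδ IELs. Over the whole list of 33, 32 were tested, 9 were lower, and edgeR called 0; DESeq2 and limma-voom called 4 each. The paper names Btnl2 as the only gene decreased in duodenal and jejunal γδ IELs, and edgeR called the same gene in each, but DESeq2 called 3 lower genes in the duodenum and limma-voom 0 in the jejunum.

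The paper states that no other Btnl was induced in the intestine. In IECs none of the genes near Btnl2 was called by edgeR, DESeq2, or limma-voom. Among all 12 genes near Btnl2 in small intestine tissue, 9 were higher, and edgeR called 0 over all genes, whereas DESeq2 and the joint fit with the colon placed 3 below an FDR of 0.05, and those of DESeq2 were Btnl4, Btnl5, and Btnl6. Btnl4 and Btnl6 also passed the fold-change minimum in both settings. The median of enterocyte genes was higher in the same tissue, so a different make-up of the pieces and an induction cannot be told apart. For IEC differentiation genes, where the paper reports no significant change, DESeq2 placed 2 of 25, the joint fit 3, and limma-voom 1 below that FDR in small intestine tissue, and edgeR 0.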

Other observations

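The tests on the libraries 1003459, 1003481, and 1003474 and the 2 tests behind the enterocyte genes of small intestine tissue were chosen only after the result was seen, while the tests of the lists were set earlier.

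The IEC library labelled duodenal Btnl2-KO 1003459 and the library labelled ileal Btnl2-KO 1003481 stand where the other segment would be on a scale of 15 ileal and 22 duodenal genes, with 0 at WT duodenum and 1 at WT ileum. Library 1003459 lay at 0.776 and library 1003481 at 0.00229, while the other duodenal Btnl2-KO library lay at -0.0850, the other ileal Btnl2-KO libraries at 1.01 and 0.938, and the WT libraries at -0.0793 to 0.179 in the duodenum and 0.926 to 0.964 in the ileum. A candidate explanation is that the segment labels of these 2 libraries were exchanged. The positions fit that hypothesis, since each partner is out of place, but 1003459 falls short of the ileal WT libraries, and its Btnl2 (122 counts) is above that of the other libraries labelled Btnl2-KO in the duodenum and ileum (7 to 19 counts). The labels were kept as given in all comparisons. A mixture of segments was not tested.

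The IEC library labelled jejunal Btnl2-KO 1003474 held 247 counts of Btnl2, or 14.1 CPM. If it were a mixture of Btnl2-KO and WT RNA, its Btnl2 against the mean of ileal WT libraries, 26.9 CPM, would leave a Btnl2-KO share of 47.6%, and 46.3 counts of ID807225 would follow from the lowest of the other Btnl2-KO libraries. It held 1 count (exact Poisson p = 3.58e-19), which argues against a mixture. Its position was 0.775, against 0.407 to 0.582 in the other 5 jejunal libraries, and it held 6132 counts of Fabp6, so a library of another genotype or segment under this label is a possible explanation and remains a hypothesis. The other 7 libraries labelled Btnl2-KO held 89 to 455 counts of ID807225 and 6 to 36 of ID807237, of which 1003474 held 0. As far as these identifiers mark the targeted allele, this argues against a biological difference of a Btnl2-KO mouse. A biological difference of a mouse of another genotype is open.

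In small intestine tissue, enterocyte genes were higher in Btnl2-KO mice (median log2 fold change 1.00, 0 of 11 lower; camera p = 9.73e-05 and fry p = 0.0496 with limma; exact permutation p of the list mean 0.155). Pieces from another part of the small intestine could raise them. The ileal-minus-duodenal score differed by 0.0745 between genotypes (5.05 ± 1.17 in Btnl2-KO and 4.98 ± 0.95 in WT mice, SD, n = 7 each; exact permutation p = 0.836), which at this spread does not exclude it. The Btnl2-KO library 964939, the highest for the enterocyte list, scored 2.5 against 4.87 to 5.84 in the other Btnl2-KO libraries, but the WT library 964950 was also low, at 2.96. A larger share of epithelium in the Btnl2-KO pieces could also raise them, but enterocyte relative to pan-epithelial genes differed by 0.72 (-1.77 ± 1.05 and -2.48 ± 1.27, SD, n = 7 each; exact permutation p = 0.273), and a larger share and a change within enterocytes cannot be told apart at this spread. The pan-epithelial list itself was at 0.27 (camera p = 0.00108 and fry p = 0.0927 with limma, exact permutation p of the list mean 0.0740), genes of γδ IEL identity at 0.40 (0.00884, 0.191, and 0.15), and myeloid genes at -0.34 (0.0170, 0.0542, and 0.0880). The B cell, goblet cell, Paneth cell, αβ T cell, and α-defensin lists were at -0.78, 0.22, 0.07, -0.24, and -0.00, none with a camera p below 0.05.

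Interferon-induced genes were higher in small intestine tissue of Btnl2-KO mice (median log2 fold change 0.36, 6 of 33 lower; camera p = 8.75e-05 and fry p = 0.0306 with limma; exact permutation p of the list mean 0.0152) and lower in ileal IECs (median -0.28, 30 of 33 lower; camera p = 1.82e-07 and fry p = 0.0584 with limma). In colon tissue the median was 0.01, in duodenal and jejunal IECs 0.01 and -0.12, and in duodenal and jejunal γδ IELs -0.09 and 0.09. The difference between tissues was not tested, nor was any explanation.

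In the other bulk comparisons, camera and fry gave different pictures of the cell type lists. In duodenal γδ IELs, α-defensins (0.56), the paper's 20 ileal genes (0.37), pan-epithelial genes (0.20), Paneth cell genes (0.67), and αβ T cell genes (-0.85) had a camera p below 0.05, and none of them a fry p below 0.05. In jejunal γδ IELs, this held for pan-epithelial genes (-0.26) and enterocyte genes (-0.29), and the reverse for myeloid genes (-0.02). In IECs, it held for enterocyte (-0.18), Paneth cell (-0.49), goblet cell (0.45), γδ IEL identity (-0.50), and αβ T cell genes (1.72, 1 gene) in the duodenum. In the jejunum it held for α-defensins (0.42), the paper's 20 ileal genes (0.25), pan-epithelial genes (-0.21), and Paneth cell genes (0.40), and in the ileum for γδ IEL identity (-0.88), pan-epithelial (-0.28), and enterocyte genes (-0.01). In colon tissue, γδ IEL identity genes (-0.22) had a camera p below 0.05 and a fry p above it, while the 2 tested α-defensins (-1.70) held under both (camera p = 0.000220 and fry p = 0.00911 with limma, exact permutation p of the list mean 0.0425).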
